# Gene targets for engineering osmotolerance in *Caldicellulosiruptor bescii*

**DOI:** 10.1186/s13068-020-01690-3

**Published:** 2020-03-13

**Authors:** Kyle B. Sander, Daehwan Chung, Dawn M. Klingeman, Richard J. Giannone, Miguel Rodriguez, Jason Whitham, Robert L. Hettich, Brian H. Davison, Janet Westpheling, Steven D. Brown

**Keywords:** *Caldicellulosiruptor bescii*, Osmotolerance, Fatty acid biosynthesis, *dnaK*, *fapR*, *fruR/cra*

## Abstract

**Background:**

*Caldicellulosiruptor bescii*, a promising biocatalyst being developed for use in consolidated bioprocessing of lignocellulosic materials to ethanol, grows poorly and has reduced conversion at elevated medium osmolarities. Increasing tolerance to elevated fermentation osmolarities is desired to enable performance necessary of a consolidated bioprocessing (CBP) biocatalyst.

**Results:**

Two strains of *C. bescii* showing growth phenotypes in elevated osmolarity conditions were identified. The first strain, ORCB001, carried a deletion of the FapR fatty acid biosynthesis and malonyl-CoA metabolism repressor and had a severe growth defect when grown in high-osmolarity conditions—introduced as the addition of either ethanol, NaCl, glycerol, or glucose to growth media. The second strain, ORCB002, displayed a growth rate over three times higher than its genetic parent when grown in high-osmolarity medium. Unexpectedly, a genetic complement ORCB002 exhibited improved growth, failing to revert the observed phenotype, and suggesting that mutations other than the deleted transcription factor (the *fruR/cra* gene) are responsible for the growth phenotype observed in ORCB002. Genome resequencing identified several other genomic alterations (three deleted regions, three substitution mutations, one silent mutation, and one frameshift mutation), which may be responsible for the observed increase in osmolarity tolerance in the *fruR*/*cra*-deficient strain, including a substitution mutation in *dnaK*, a gene previously implicated in osmoresistance in bacteria. Differential expression analysis and transcription factor binding site inference indicates that FapR negatively regulates malonyl-CoA and fatty acid biosynthesis, as it does in many other bacteria. FruR/Cra regulates neighboring fructose metabolism genes, as well as other genes in global manner.

**Conclusions:**

Two systems able to effect tolerance to elevated osmolarities in *C. bescii* are identified. The first is fatty acid biosynthesis. The other is likely the result of one or more unintended, secondary mutations present in another transcription factor deletion strain. Though the locus/loci and mechanism(s) responsible remain unknown, candidate mutations are identified, including a mutation in the *dnaK* chaperone coding sequence. These results illustrate both the promise of targeted regulatory manipulation for osmotolerance (in the case of *fapR*) and the challenges (in the case of *fruR/cra*).

## Background

Consolidated bioprocessing (CBP) is projected to be among the least expensive processes being developed for the synthesis of ethanol from biomass [31]. Critical to an effective and economically viable CBP process is a biocatalyst organism capable of yield, productivity, and final titer metrics required by such a process. Currently, no such organism exists and active efforts to engineer such an organism are underway. Each biocatalyst organism being engineered suffers from its own inherent limitations [3, 24, 28, 58]. *Caldicellulosiruptor bescii*, a promising lignocellulolytic hyperthermophilic candidate CBP biocatalyst, is sensitive to elevated osmolarities, showing pronounced growth defects at a fraction of the projected final osmolarities of CBP fermentations [3, 9, 15]. A large increase in the effective osmotolerance in *C. bescii* is a prerequisite to be used as an industrial CBP biocatalyst.

Osmolarity stress in bacteria, in the context of bioprocessing, is typically brought about by elevated osmolarity in the extracellular environment exceeding that of the intracellular environment, causing intracellular influx of solutes and efflux of water. This decreases water activity inside of the cell and increases the intracellular concentration of potentially inhibitory solutes. Changes in growth environment osmolarity has also been shown to affect cellular attachment [54], which metabolically interacts with other cellular stress response systems, through pleiotropic regulators, such as carbon catabolite repression [1] and the expression of sigma factors [21].

Resistance to elevated osmolarity in bacteria is enabled through many single or combined physiological responses. Some bacteria are known to actively regulate their intracellular ionic environment using active transport processes to maintain a preferred cellular membrane potential [59]. Active transport processes often require chemical energy, and concomitant supplemental ATP generating processes is often activated to supply ATP needed for active ion extrusion [60]. ATP generation during osmostress has been detailed in *Synechocystis* sp. PCC6803, where the ATP generation is coupled to photosynthesis [19].

Some bacteria synthesize metabolites, such as trehalose or glutamate, which remain in the cellular cytoplasm that serve to decrease the intracellular concentration of inorganic ions and maintain protein folding and function [59]. These synthesized counter-osmolytes typically do not interfere with cellular processes, and can also act as chaperones and promote correct protein folding and function [39].

Bacteria also adjust the fatty acid composition of their cell membranes to increase membrane fluidity and decrease chemical permeability, making cells less susceptible to the physical effects of osmotic pressure [30]. Typical membrane composition changes in response to elevated extracellular osmolarities are an increase in anionic membrane lipids [41], and cardiolipin [29].

The response to osmotic stress, beyond the observed effect on growth rate and product formation [9], has not been studied in the genus *Caldicellulosiruptor*, and it remains unclear which adaptation systems, if any, are utilized to counter the effects of elevated osmolarity. An adaptive evolutionary effort to evolve more osmoresistant strains was conducted, resulting in strains capable of growing in elevated concentrations of glucose and acetate [35]. The effects of osmolarity on growth and fermentation productivity were empirically modeled in the closely related species *Caldicellulosiruptor saccharolyticus* [27]. It was found that the effect of elevated osmolarity was secondary to that of the inhibitory effect of dissolved hydrogen during continuous growth at moderate dilution rate. Hydrogen can super-saturate in this cultivation system [27], and the *Caldicellulosiruptor* genus relies heavily on hydrogen production for ferredoxin turnover [53]. The growth conditions employed in these studies contained relatively low levels of dissolved osmolytes (e.g., 5 and 10 g/L initial glucose loading), and did not explicitly assess for osmotolerance across a broad range of osmolarities. Nonetheless, it was found that decreases in growth and product evolution become prominent at 0.2 Osm/L, agreeing with an earlier finding that batch growth rates of *C. saccharolyticus* are reduced by 60% at 0.218 Osm/kg water [57]. Actively growing cells are able to continue growth in 520 mOsm/L after being supplemented with additional ammonium, and are able to initiate growth in medium with a starting osmolarity > 550 mOsm/L after an extended lag phase [3], indicating strong growth inhibition. Interestingly, no growth was initiated in spent medium containing, among other osmolytes, 165 mM of organic acids produced during fermentation of carbohydrates. This disparity suggests *C. bescii* is differentially resistant to different osmolytes. Ions capable of permeating, or being actively transported across, cell membranes are typically more cytotoxic than otherwise charge-neutral osmolytes, as they can disrupt and decrease membrane potential which is otherwise converted to useful chemical potential energy for the cell [60].

A low osmolarity defined medium was developed to alleviate the effects on growth which occur when *C. bescii* was grown in other growth media [15]. The osmolarity of this LOD (low osmolarity defined) medium was half of that of previous media, made possible by eliminating yeast extract, and decreasing the concentrations of macronutrients, among other changes. It was found that more osmolytes could be added before equivalent growth defects were observed in this medium, relative to media used previously with *Caldicellulosiruptor* [15].

Tolerance to osmolarity is a complex trait, as it involves the coordinated action of multiple cellular subsystems. Engineering more complex traits is difficult and cumbersome when modifying components of each system involved separately. Modifying regulatory systems can potentially affect larger gene/metabolic space with fewer number of mutations than modifying enzymes, as modifying one global regulator can affect expression of many different operons charged with many different functions in a coordinated fashion [55]. Success has been had previously in engineering regulatory mechanisms of organisms, model and non-model alike, toward desired traits [16, 23, 50]. In this study, we engineer regulatory machinery of *C. bescii* to effect osmotolerance and characterize resulting strains using growth and systems-level experiments.

## Results

### Growth phenotypes of single-gene deletion strains of two regulatory proteins

Single-gene deletion strains of regulatory genes were assessed for performance differences in CBP-related growth conditions (Additional file 1: Figure S1). Regulatory gene targets were selected from genes displaying differential expression in either or both of two previous differential gene expression studies [4, 51]. Also considered in the selection of gene targets were genes which were collocated with (and putatively regulated by) candidate regulatory gene targets, and the hypothesized regulatory/signaling actions of candidate gene targets. Single-gene deletion strains were generated for each of the 10 candidate regulatory genes (Table 1) and these strains, along with their genetic parents, were assayed in eight different CBP relevant growth conditions. Growth conditions included various soluble and insoluble carbon sources, including non-pretreated, washed switchgrass, xylan, crystalline cellulose, glucose, or xylose. Other conditions which are representative of stress conditions encountered during CBP were assayed including addition of methyl viologen to simulate redox stress, added ethanol to simulate the stresses of fermentation product accumulation, and added NaCl to simulate the stress of elevated osmolarity.

**Table 1:** Strains used in this study

Strain	Genotype	Reference
ORCB001	ΔB5X54_RS06355 Δ*pyrFA*	This study
ORCB002	ΔB5X54_RS01260 Δ*pyrFA*	This study
ORCB003	ΔB5X54_RS05670 Δ*pyrFA*	This study
ORCB004	ΔB5X54_RS02215 Δ*pyrFA* Δ*cbeI*	This study
ORCB005	ΔB5X54_RS11065 Δ*pyrFA*	This study
ORCB006	ΔB5X54_RS12050 Δ*pyrFA*	This study
ORCB007	ΔB5X54_RS07610 Δ*pyrFA* Δ*cbeI*	This study
ORCB008	ΔB5X54_RS04585 Δ*pyrFA*	This study
ORCB009	ΔB5X54_RS08965 Δ*pyrFA* Δ*cbeI*	This study
ORCB010	ΔB5X54_RS03805 Δ*pyrFA*	This study
JWCB005	Δ*pyrFA*	This study
JWCB018	Δ*pyrFA* Δ*cbeI*	This study
ORCB011	ΔB5X54_RS01260 Δ*pyrFA* pJGW07::Kan	This study
ORCB012	ΔB5X54_RS01260 Δ*pyrFA* pJGW07::B5X54_RS01260::Kan	This study
ORCB013	ΔB5X54_RS01260 Δ*pyrFA* pJGW07::B5X54_RS06355::Kan	This study

Across the ten deletion strains and conditions screened for growth and fermentation phenotypes, we found two single-gene deletion strains which both displayed prominent growth phenotypes when assayed under various elevated osmolarity conditions (glycerol, NaCl, ethanol, Figs. 1, 2, 3, respectively). Glycerol was used as an osmolyte to contrast with NaCl because of their chemical differences and not being main substrates for fermentation. When NaCl was added to the growth medium to make the total starting osmolarity 200 mOsm/L (calculated), strain ORCB002 displayed an estimated growth rate of 0.4/h, while its genetic parent displayed a similarly estimated growth rate of 0.12/h in the same medium/condition (Fig. 4). At a starting osmolarity of 400 mOsm/L (achieved by adding NaCl), strain ORCB002 was in lag phase for 15 h prior to initiating log-phase growth, while its genetic parent (JWCB005), after inoculation of equivalent number of cells, was in lag phase for 47 h (Fig. 2). We attribute subtle growth differences between Figs. 2a and 4 to different assay formats (i.e., tube or bottle and possible differences in factors such as partial pressure of CO_2_), although note relative growth differences between the strains is similar between the two assays and in RNA-Seq studies (see Additional file 2: Figure S2a). Similar growth phenotypes were observed in elevated osmolarity media made with glycerol (Fig. 1) and ethanol (Fig. 3). In contrast to the improved growth phenotype observed in the Δ*cra* strain (ORCB002), strain ORCB001 displayed more severe growth defects than its genetic parent strain (JWCB005) across increasing concentrations of added NaCl, glycerol, or ethanol (Figs. 1, 2, and 3, respectively). Curiously, the relative growth defects that were observed when these strains were grown in LOD medium containing 20 g/L added ethanol (Fig. 3), were observed in 10 mL culture volumes in Balch tubes and 100% N_2_ headspace, and could not be replicated in 50 mL cultures contained in 135 mL serum bottles and a headspace of 5% H_2_, 10% CO_2_, and 85% N_2_.

**Fig. 1:**
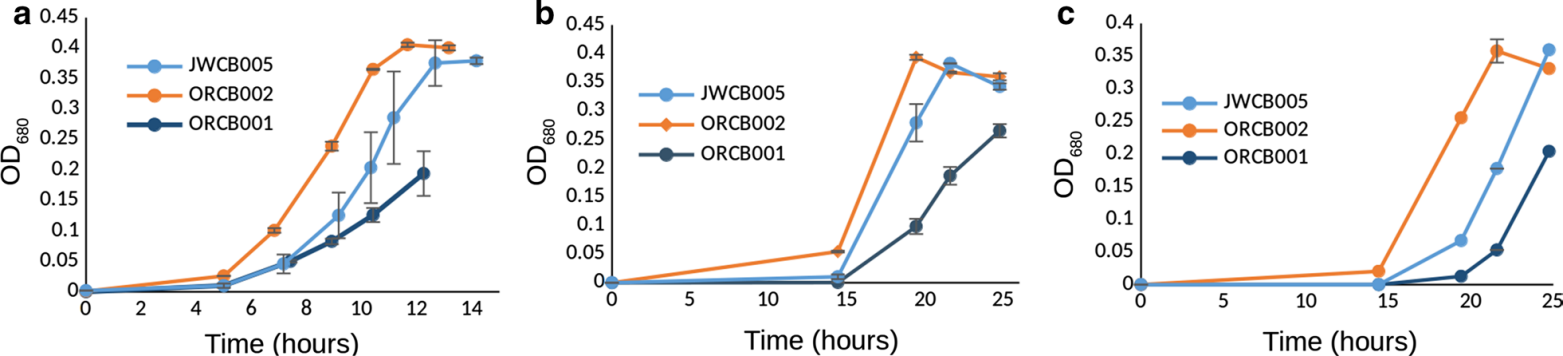
Growth phenotypes of strains ORCB001 and ORCB002 when grown in increasing amounts of added glycerol. Glycerol was added to make total initial (calculated) media osmolarities of **a** 400 mOsm/L, **b** 500 mOsm/L, and **c** 600 mOsm/L. Strain JWCB005 is the genetic parent strain to both single-gene deletion strains. Growth assays were done in 50 mL culture volumes in 135 mL serum bottles containing a headspace of 100% N_2_

**Fig. 2:**
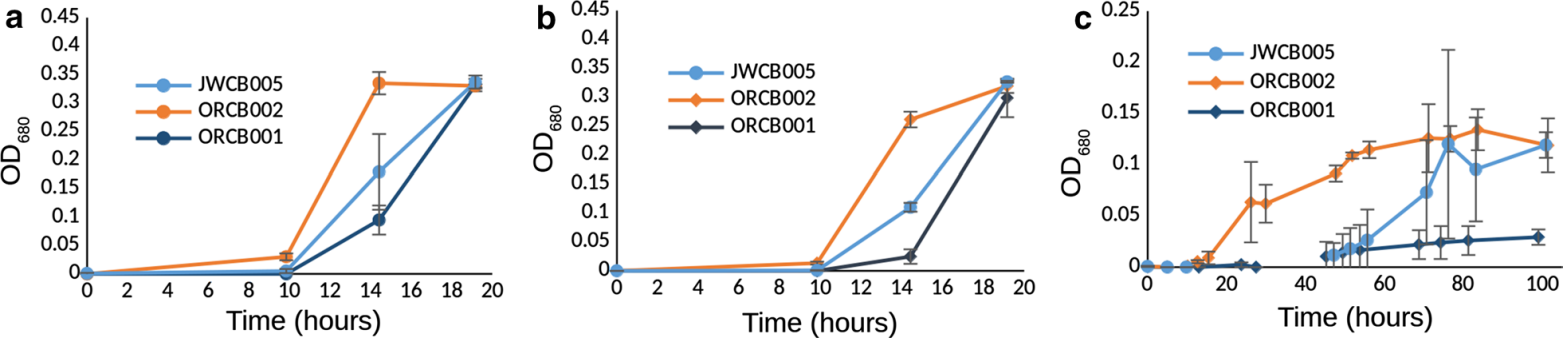
Growth phenotypes of strains ORCB001 and ORCB002 when grown in increasing amounts of added NaCl. NaCl was added to make total initial (calculated) media osmolarities of **a** 200 mOsm/L, **b** 300 mOsm/L, and **c** 400 mOsm/L. Strain JWCB005 is the genetic parent strain to both single-gene deletion strains. Growth assays were done in 50 mL culture volumes in 135 mL serum bottles containing a headspace of 100% N_2_

**Fig. 3:**
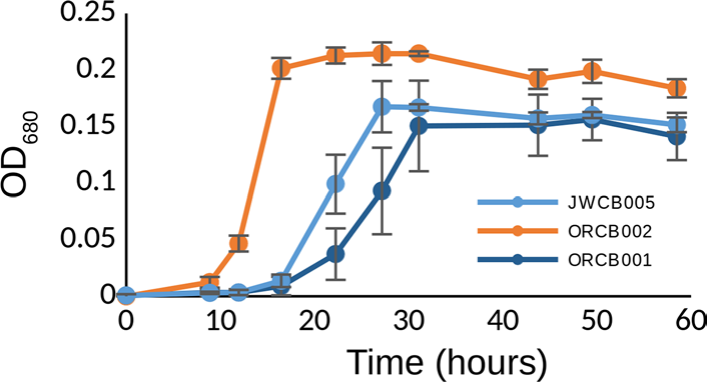
Growth phenotypes of strain ORCB001 and ORCB002, and their common genetic parent strain JWCB005, when grown in liquid culture containing 20 g/L added ethanol. Growth assays were done in 10 mL culture volumes in 26 mL Balch tubes containing a headspace of 10% CO_2_, 5% H_2_, and the balance N_2_

**Fig. 4:**
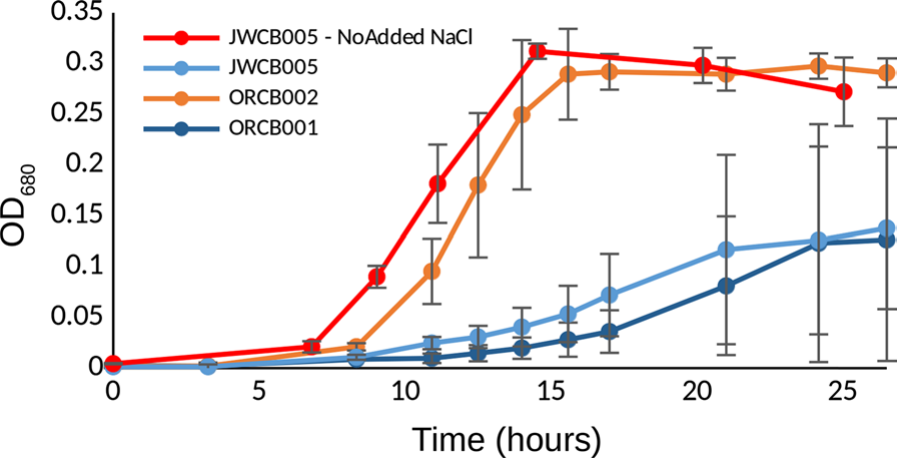
Growth phenotypes of strain ORCB001 and ORCB002, and their common genetic parent JWCB005, when grown in liquid culture containing added NaCl to make calculated initial osmolarity of 200 mOsm/L. Red line/markers indicate JWCB005 grown in medium containing no added NaCl. Growth assays were done in 10 mL culture volumes in 26 mL Balch tubes containing a headspace of 10% CO_2_, 5% H_2_, and the balance N_2_

The complemented *fruR/cra*-deletion strain ORCB012 exhibited a shorter lag phases and higher growth rate than a *fruR/cra*-deficient strain with an empty expression vector (ORCB011) (Fig. 5). The lack of phenotype reversion to the slow-growth phenotype observed with the parental strain (JWCB005) suggests the absence of *fruR/cra* is not responsible, but the result of other unintended genetic mutations in ORCB002. Further, on the basis of growth rate and time spent in lag phase, a *fruR/cra*-deficient strain expressing the *fapR* gene (ORCB013) grew similarly to a *fruR/cra*-deficient strain with an empty vector (Fig. 5) in the presence of elevated osmolarity, suggesting under the conditions tested over-expressing the *fapR* gene was not a viable strategy for further enhancing osmotolerance in *C. bescii*.

**Fig. 5:**
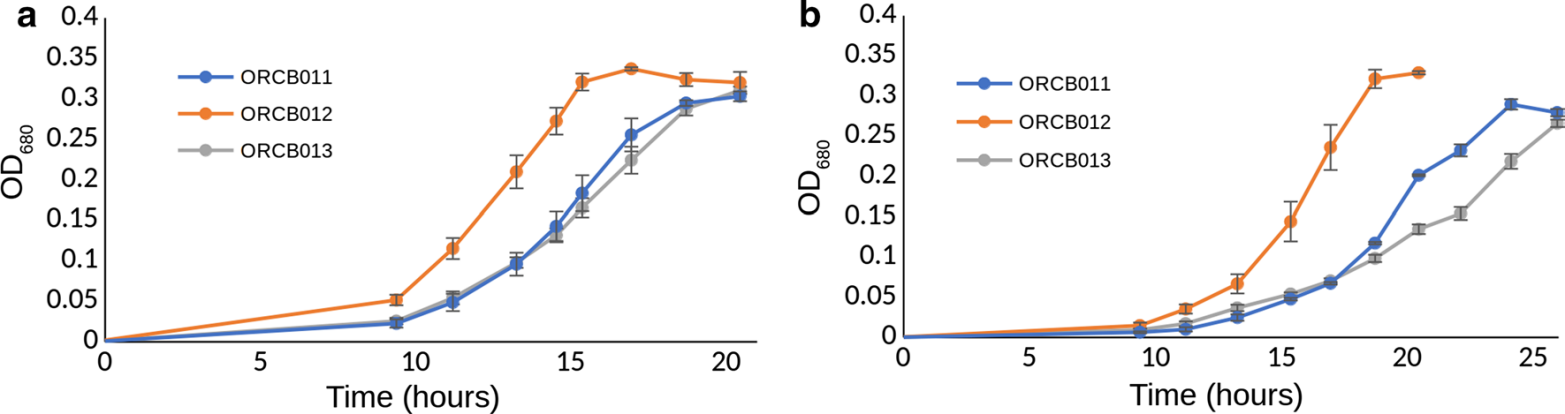
Growth phenotypes of strains ORCB011, ORCB012, and ORCB013 when grown in **a** added glycerol to total starting osmolarity of 500 mOsm/L, and **b** added NaCl to total starting osmolarity of 300 mOsm/L. The genetically complemented *fruR/cra*-deletion strain ORCB012 exhibited shorter lag phases and increased growth rates relative to an empty vector control (ORCB011), suggesting osmolyte phenotypes observed in ORCB002 are not due to the absence of the *fruR/cra* gene, but instead from other unintended genomic differences between ORCB002 and its genetic parent strain JWCB005

### Proteomic assessment of ORCB012

A differential proteomic analysis of strain ORCB012, relative to its genetic parent strain ORCB002, confirmed the complemented strain successfully expressed the B5X54_RS01260 (FruR/Cra) protein product (Additional file 3: Table S2).

### Genome sequencing and variant detection of ORCB002

As the increased tolerance to osmolarity phenotype appeared to be stable and heritable in strain ORCB002, and genetic complementation did not revert the observed phenotype toward renewed sensitivity to increased osmolarity, we re-sequenced the genome of ORCB002 to identify other mutations which may be responsible for the apparent increased tolerance to osmolarity stress. It was discovered that, in addition to the deletion of the ΔB5X54_RS01260, a number of other genomic differences were observed between this strain and its genetic parent strain JWCB005.

Two regions of the genome incurred large deletions, comprising a total of 16 deletions that were either partial or complete (Table 2). Another gene incurred a mutation which resulted in a frameshift within its coding sequence (B5X54_RS01120). Two genes incurred mutations which introduced amino acid substitutions into their coding sequences (SAMN04515608_2488 and B5X54_RS08370), and another gene exhibited a SNP which resulted in a silent mutation (B5X54_RS07295). One large region of gene loss found in the ORCB002 strain (B5X54_RS07480–B5X54_RS07510) are genes affiliated with uracil auxotrophy in *C. bescii* and, as such, the selection and counter-selection strategies used to generate these mutants. These results confirm the genetic alteration suspected from the inability to obtain a PCR product from this region of expected length when the genome of this strain was used as template (Additional file 2: Figure S2). Adjacent genes which were also missing from this genomic location were two HAAT family amino acid/amide transporters, B5X54_RS07505 (full CDS deletion) and B5X54_RS07510 (partial CDS deletion).

**Table 2:** Genomic variants observed in strain ORCB002

Locus tag	Annotation	Putative homologs *in C. bescii* JWCB005 genome	Resulting mutation
B5X54_RS04240	CopG antitoxin of type II toxin-antitoxin system	No	Deletion/missing
B5X54_RS04245	Hypothetical protein	No	Deletion/missing
B5X54_RS04250	Hypothetical protein	WP_015907537.1	Deletion/missing
B5X54_RS04255	Hypothetical protein	WP_015907536.1	Deletion/missing
B5X54_RS04260	Hypothetical protein	WP_015907535.1	Deletion/missing
B5X54_RS04275	XRE family transcriptional regulator	No	Deletion/missing
B5X54_RS04280	DNA primase	No	Deletion/missing
B5X54_RS04285	protein of unknown function, DUF 3987	WP_015907299.1	Deletion/missing
B5X54_RS04290	Site-specific recombinase XerD	No	Deletion/missing
B5X54_RS07480	Dihydroorotate dehydrogenase electron transfer subunit	No	Partial deletion
B5X54_RS07485	Dihydroorotate dehydrogenase (NAD+) catalytic subunit, pyrD	No	Deletion/missing
B5X54_RS07490	Probable phosphoglycerate mutase	No	Deletion/missing
B5X54_RS07495	Orotate phosphoribosyltransferase, pyrE	No	Deletion/missing
B5X54_RS07500	Double zinc ribbon	No	Deletion/missing
B5X54_RS07505	Amino acid/amide ABC transporter ATP-binding protein 2, HAAT family	No	Deletion/missing
B5X54_RS07510	Amino acid/amide ABC transporter ATP-binding protein 1, HAAT family	No	Partial deletion
B5X54_RS01120	ABC-2 type transport system ATP-binding protein	No	Frameshift
B5X54_RS07295	Protein of unknown function	No	Silent mutation
B5X54_RS08370	Molecular chaperone DnaK	No	Substitution
SAMN04515608_2488, no analogous locus tag	Carbohydrate ABC transporter substrate-binding protein, CUT1 family	WP_105908637.1, WP_099716409.1	2 Adjacent substitutions

Homologs were determined as > 90% amino acid identity while utilizing > 90% locus tag amino acid sequence for alignment

Another large region of deletion comprised two non-contiguous regions (B5X54_RS04240-B5X54_RS04260 and B5X54_RS04275-B5X54_RS04290) between which two genes reside; a hypothetical gene and an RNA polymerase sporulation sigma factor; sigma 70 (B5X54_RS04265 and B5X54_RS04270). Interestingly, these two genes as well as 1343 bp downstream of these genes are also present as contiguous sequence at one other location in the genome and on the native plasmid pATHE01 in the *C. bescii* DSM6725 genome. The missing genes upstream of these two genes comprise four unannotated genes and a CopG antitoxin of type II toxin–antitoxin system. The genes which are not present downstream of these two genes contain an XRE family transcriptional regulator, and a XerD site-specific recombinase and another unannotated gene. There exist apparent homologs (> 90% coverage and > 90% protein identity similarity from a BLASTp homology search) of three of the four unannotated genes (B5X54_RS04250, B5X54_RS04255, and B5X54_RS04255) elsewhere on the genome of strain ORCB002.

It was found that a gene encoding the *dnaK* molecular chaperone (B5X54_RS08370) contained one non-synonymous SNP (T516A), while a gene encoding a carbohydrate ABC transporter substrate-binding protein, CUT1 family contained two non-synonymous SNPs (A28V and T27A) that are at adjacent positions in the amino acid sequence.

### Transcription factor binding site prediction

As part of the characterizing the transcriptional regulatory systems we examined putative binding sites using the Virtual Footprint tool associated with the PRODORIC database [33], The *C. saccharolyticus* genome was used for individual FruR binding sites with the consensus binding site predicted in *Thermotoga* [34]. These searches did not yield any putative binding sites. Manual inspection of the *Thermotoga* FruR binding sites predicted in RegPrecise [34] suggests the sites predicted in this database for this organism are about twice the length of typical FruR/Cra transcription factor binding site predicted in other organisms (~ 18–20 bp). This led us to hypothesize that the *Thermotoga* consensus binding sites identified in the RegPrecise database may actually be two individual FruR/Cra binding sites oriented adjacent to each other. Splitting these two previously predicted binding sites in half yielded four ‘half sites’ with the regular expression consensus sequence (A|G)TCATAA(A|T)NNNNNAT(A|C)ANN; characterized by an AT-rich 3′ sequence. This consensus sequence is similar in length and the conserved position sequence predicted for the FruR/Cra transcription factor in other organisms curated in the RegPrecise database [34]—particularly those genera in which consensus binding sites have been compiled using far more individual binding sites, such as *Bacillus* (17 predicted binding sites) and *Streptococcus* (34 predicted binding sites). The only putative site identified immediately outside of coding regions of the *C. saccharolyticus* genome, when searching for this manually generated consensus sequence, was a site located 46 bp immediately upstream of the *fruR*/*cra* gene itself. This presumably indicates local negative auto-regulation of the *fruR*/*cra* gene and other collocated genes contained in the same putative transcriptional unit. Similarly, we were able to identify FapR binding sites in the *C. bescii* JWCB005 genome that are homologous to previously predicted FapR binding sites in *C. saccharolyticus* [4]; upstream of B5X54_RS06355 (the first gene in a putative fatty acid biosynthesis transcription unit) and B5X54_RS07175 (the first gene in a putative malonyl-CoA biosynthesis transcription unit).

### Direct and indirect regulatory actions of FapR and Cra in *C. bescii*

In order to provide a more complete assessment of the regulons of these two transcription factors, we conducted RNAseq analysis of these two deletion strains, and their common genetic parent strain, under three different moderately elevated osmolarity conditions (added glycerol to total 500 mOsm/L, added glucose to total 300 mOsm/L, added NaCl to total 300 mOsm/L, Additional file 4: Figure S3).

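RNA from 27 cultures was sequenced, 3 cultures of each strain in each medium, so that 9 groups of 3 libraries were compared. JWCB005 is the genetic parent, ORCB001 lacks fapR (B5X54_RS06355, the gene of a repressor of lipid synthesis) and ORCB002 lacks fruR/cra (B5X54_RS01260, the gene of a regulator of sugar metabolism). In JWCB005, the normalized count of B5X54_RS06355 was 529.8 ± 72.8 (SD, n = 3) in glycerol, 1797 ± 406 (SD, n = 3) in glucose and 1122 ± 246 (SD, n = 3) in NaCl. In ORCB001 it was 2.95 ± 0.911 (SD, n = 3) in glycerol, 186-fold lower (95% counting interval 101 to 387). No read of B5X54_RS06355 was counted in ORCB001 in glucose, at least 1359.7-fold lower at a floor of 3 counts over the group of 3 libraries. In NaCl its normalized count in ORCB001 was 12.5 ± 15.4 (SD, n = 3), 124-fold lower (95% counting interval 83.7 to 191), with the highest value, 30.0, in the first library. The normalized count of B5X54_RS01260 was 4450.0 ± 968 (SD, n = 3) in JWCB005 in glucose and 3.69 ± 3.42 (SD, n = 3) in ORCB002, 1113-fold lower (95% counting interval 651 to 2091). It was 143 ± 5.40 (SD, n = 3) and 2.00 ± 1.24 (SD, n = 3) in glycerol, 76.2-fold lower (95% counting interval 35.0 to 208). In NaCl, JWCB005 had 478 ± 36.7 (SD, n = 3) and ORCB002 1.71 ± 0.914 (SD, n = 3), 284-fold lower (95% counting interval 131 to 775). These folds divide the reads summed over the 3 libraries by their summed size factors, so they differ from the ratio of the mean normalized counts, and the intervals and floors cover counting error only.

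**Figure D1:**
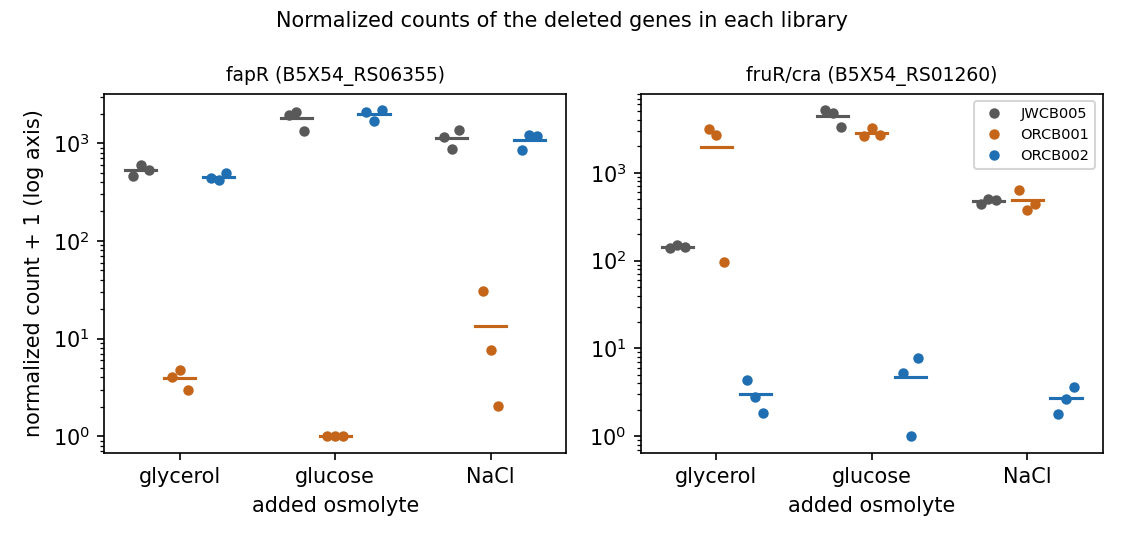
Normalized counts plus 1 (log axis) of fapR and fruR/cra in each library, by added osmolyte, with group means as lines. The libraries of ORCB001 stand lowest for fapR and those of ORCB002 lowest for fruR/cra, while fruR/cra in ORCB001 in glycerol was 3179 and 2697 in the first and second library and 95.2 in the other.

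The authors trimmed the reads with Trimmomatic, aligned them to the JWCB005 genome with Bowtie2, counted them per gene with HTSeq and divided each library by its DESeq2 size factor. The deposited values are these normalized counts. Each is a whole multiple of what 1 read is worth in its library, which gives back whole reads for 100% of the values within 0.01 reads. The recovered totals of reads on genes in JWCB005 ran from 2584320 to 8869291 (median 8247069) in glycerol, from 10254047 to 10378031 (median 10354828) in glucose and from 8424175 to 9746488 (median 8792839) in NaCl. Those in ORCB001 ran from 8784718 to 10446499 (median 8914551) in glycerol, from 4921070 to 8928536 (median 8305889) in glucose and from 4335244 to 10520137 (median 7686413) in NaCl. In ORCB002 they ran from 8103478 to 9533167 (median 9433888) in glycerol, from 8018857 to 10619751 (median 10129033) in glucose and from 9169795 to 9416937 (median 9176205) in NaCl. The median value of 136 weakly expressed genes, those with a mean from 10 to 30, was 42.7 in the third JWCB005 glucose library, 48.5 in the third ORCB001 NaCl library and 33.6 in the first ORCB002 NaCl library, against 13.6, 13.7 and 15.4 in the other 2 libraries of each group. Strains were compared with limma on log2(normalized count + 1) in a single fit of all 27 libraries, over the 2726 genes with a mean above 10, and genes were called at a Benjamini-Hochberg adjusted p under 0.05. Fold changes on this scale understate the change of genes with low values. Glycerol was added to a higher osmolarity than glucose and NaCl (500 against 300 mOsm/L), so comparisons between glycerol and the other media also differ in osmolarity. The deposited files give locus tags and no gene names, so names are those of the paper's tables.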

Genes contained in putative operons encoding genes responsible for fatty acid biosynthesis (B5X54_RS06360–B5X54_RS06395) and malonyl-CoA biosynthesis (B5X54_RS07175–B5X54_RS07190) displayed increased expression in strain ORCB001 (Table 3).

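All 8 genes of the fatty acid operon and all 4 genes of the malonyl-CoA operon were higher in ORCB001 than in JWCB005 in each of the 3 media. In each of these comparisons all 3 ORCB001 libraries stood above all 3 JWCB005 libraries. Their log2 fold changes ran from 2.11 to 3.96 in glycerol, from 1.27 to 3.02 in glucose and from 1.33 to 2.86 in NaCl. B5X54_RS06360, a phosphate acyltransferase that makes a precursor of membrane phospholipids, rose in glycerol from 1506 ± 116 (SD, n = 3) to 23453 ± 2800.0 (SD, n = 3) normalized counts, a log2 fold change of 3.96 (standard error 0.18, adjusted p = 2.09e-13). B5X54_RS06370, the transacylase that loads malonyl groups onto the acyl carrier protein, went from 8348 ± 2082 (SD, n = 3) to 48859 ± 6988 (SD, n = 3) in glucose, a log2 fold change of 2.57 (standard error 0.21, adjusted p = 1.33e-08). B5X54_RS06380, the acyl carrier protein on which fatty acids are built, went from 15193 ± 4542 (SD, n = 3) to 38929.9 ± 7019.7 (SD, n = 3) in NaCl, 1.38 (standard error 0.20, adjusted p = 7.95e-05) on the log2 scale. B5X54_RS07185, a subunit of the acetyl-CoA carboxylase that makes malonyl-CoA, rose in NaCl from 1272 ± 454 (SD, n = 3) to 5509 ± 364 (SD, n = 3), a log2 fold change of 2.17 (standard error 0.19, adjusted p = 3.33e-08). Averaged over the 3 media, these 12 genes hold the first 12 places among the 2726 genes by log2 fold change. In single media, 8 of them stood in the first 12 places in glycerol, 2 in glucose and 10 in NaCl. Their lowest ranks were 19 in glycerol, 34 in glucose and 14 in NaCl. In ORCB002 none of the 12 was called by limma, with log2 fold changes from -0.14 to 0.16 in glycerol, -0.35 to 0.13 in glucose and -0.22 to 0.17 in NaCl, while their log2 difference between ORCB002 and ORCB001, averaged over the media, ran from -3.40 to -1.66.

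**Figure D2:**
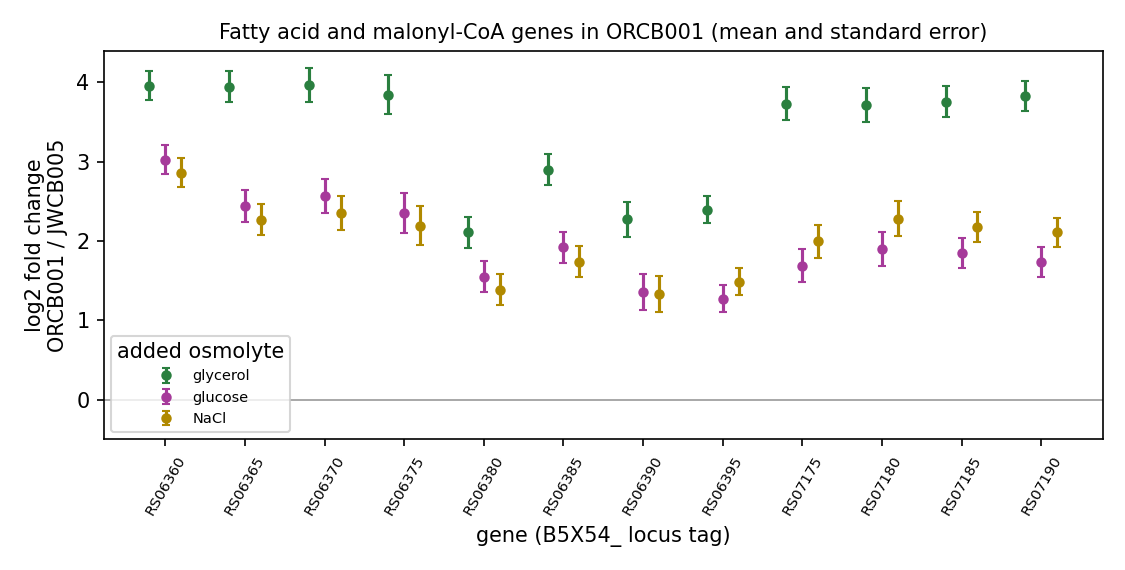
Log2 fold change (ORCB001 over JWCB005) of the 12 genes by locus tag, with the standard error as bars and 1 color per osmolyte. Glycerol gives the highest point for each gene, up to 3.96 at B5X54_RS06370.

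As gene sets against all other genes (camera, preset correlation 0.01), the fatty acid operon gave an adjusted p = 5.72e-38 and the malonyl-CoA operon an adjusted p = 2.04e-23 in glycerol. Both sets held with an estimated correlation in all 3 media, at adjusted p = 1.91e-05 to 0.00203 (camera, limma). Adjusted over the list alone, 8 of 8 and 4 of 4 genes were higher in each medium, but the study chose both lists on these libraries, so this is not independent evidence. With the 6 NaCl libraries fitted alone, the NaCl calls of B5X54_RS06380 (adjusted p = 0.0536, range over the alternatives 3.41e-09 to 0.0536) and of the ribonuclease III gene B5X54_RS06390 (adjusted p = 0.244, range 6.31e-07 to 0.244) were lost.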

**Table 3:** Genes in strain ORCB001 which exhibit increased expression when cells were cultured in elevated osmolarity conditions

Locus tags	Annotation	log_2_ (ORCB001/JWCB005)		
		Glycerol	Glucose	NaCl
**B5X54_RS06360**	Phosphate acyltransferase	3.9	2.9	2.8
**B5X54_RS06365**	Ketoacyl-ACP synthase III	3.8	2.3	2.2
**B5X54_RS06370**	Malonyl CoA-acyl carrier protein transacylase	3.8	2.5	2.2
**B5X54_RS06375**	Beta-ketoacyl-ACP reductase	3.7	2.2	2.1
**B5X54_RS06380**	Acyl carrier protein	2.1	1.5	1.3
**B5X54_RS06385**	Beta-ketoacyl-[acyl-carrier-protein] synthase II	2.8	1.8	1.7
**B5X54_RS06390**	Ribonuclease III	2.2	1.3	1.3
**B5X54_RS06395**	Radical SAM protein	2.3	1.3	1.5
*B5X54_RS07175*	Methylmalonyl-CoA carboxyl transferase	3.6	1.6	1.9
*B5X54_RS07180*	Hypothetical protein	3.6	1.8	2.2
*B5X54_RS07185*	Acetyl-CoA carboxylase biotin carboxyl carrier protein subunit	3.6	1.8	2.1
*B5X54_RS07190*	Oxaloacetate decarboxylase	3.7	1.7	2.0

Colors denote adjacent genes which may be co-expressed as part of the same transcriptional unit. Genes denoted in bold are responsible for fatty acid biosynthesis. Genes denoted in italics are responsible for the metabolism of malonyl-CoA, a fatty acid biosynthesis precursor and the regulatory effector metabolite which binds the FapR transcription factor. All values are statistically significant (Wald test, Benjamini–Hochberg adjusted *p* value < 0.05, *n* = 3)

In strain ORCB002, increased expression was observed in genes involved in fructose PTS as well as a phosphofructokinase (B5X54_RS01265–B5X54_RS01290) (Table 4), genes which are also collocated with the B5X54_RS01260 gene. 

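All 6 genes of the fru operon were higher in ORCB002 than in JWCB005 in glycerol (log2 fold changes from 2.49 to 6.43) and in NaCl (from 2.79 to 5.69), with all 3 ORCB002 libraries above all 3 JWCB005 libraries at each gene. B5X54_RS01265, the 1-phosphofructokinase that phosphorylates the fructose 1-phosphate made on uptake, rose from 111 ± 27.3 (SD, n = 3) to 5952 ± 1342 (SD, n = 3) normalized counts in glycerol, a log2 fold change of 5.75 (standard error 0.80, adjusted p = 3.82e-05). In NaCl it rose from 408 ± 28.3 (SD, n = 3) to 20811 ± 3551 (SD, n = 3), 5.66 (standard error 0.80, adjusted p = 5.25e-05) on the log2 scale. B5X54_RS01275, the membrane subunit IIBC of the fructose transporter, had 343 ± 78.5 (SD, n = 3) in JWCB005 and 26262 ± 3052 (SD, n = 3) in ORCB002 in glycerol, a log2 fold change of 6.27 (standard error 0.76, adjusted p = 5.95e-06). B5X54_RS01290, the acetylesterase at the end of the operon, had the smallest change of the 6 in both media, from 295 ± 15.7 (SD, n = 3) to 1668 ± 185 (SD, n = 3) in glycerol, with a log2 fold change of 2.49 (standard error 0.17, adjusted p = 7.85e-11). The 6 genes as a set passed camera with the preset correlation in glycerol (adjusted p = 3.89e-20) and in NaCl (adjusted p = 5.19e-24), and also with an estimated correlation (adjusted p = 0.00190 and adjusted p = 0.000768). Adjusted over the list alone, 6 of 6 were higher in both media, and since the study chose the list on these libraries this is not independent evidence. The standard errors share a fit with all groups, and the 3 ORCB001 glycerol libraries were far apart at these genes: B5X54_RS01265 had 3996, 3556 and 91.2 normalized counts.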

Interestingly, we find these genes to not be significantly differentially expressed under elevated levels of glucose, suggesting these genes may be differentially regulated in response to glucose as compared to other osmolytes assayed. Additionally, two adjacent genes (a transposase, sigma factor E) were differentially expressed in strain ORCB002 when grown in elevated levels of glucose and glycerol, but not NaCl, and a gene encoding sigma factor G (B5X54_RS04530) differentially expressed under all three elevated osmolarity conditions tested (Table 4).

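In glucose, the fru operon was already highly expressed in JWCB005, and none of the 6 genes passed the test in ORCB002 (log2 fold changes from 0.46 to 1.06). B5X54_RS01265 had 5479 ± 1209.6 (SD, n = 3) normalized counts in JWCB005 and 10768 ± 1319 (SD, n = 3) in ORCB002, a log2 fold change of 0.99 (standard error 0.80, adjusted p = 0.409). B5X54_RS01275 had 11222 ± 2259 (SD, n = 3) and 18345 ± 2228 (SD, n = 3), a log2 fold change of 0.72 (standard error 0.76, adjusted p = 0.537). B5X54_RS01290 had 2246 ± 270.3 (SD, n = 3) and 3078 ± 247 (SD, n = 3), a log2 fold change of 0.46 (standard error 0.17, adjusted p = 0.0606). Within JWCB005, the 6 genes were lower in glycerol than in glucose (log2 differences from -6.31 to -2.92) and lower in NaCl than in glucose (from -3.85 to -2.18). As a set in JWCB005 they passed camera with the preset correlation in both comparisons, at adjusted p = 3.55e-05 and adjusted p = 5.76e-05, and in neither with an estimated correlation (adjusted p = 0.0991 and adjusted p = 0.228).

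**Figure D3:**
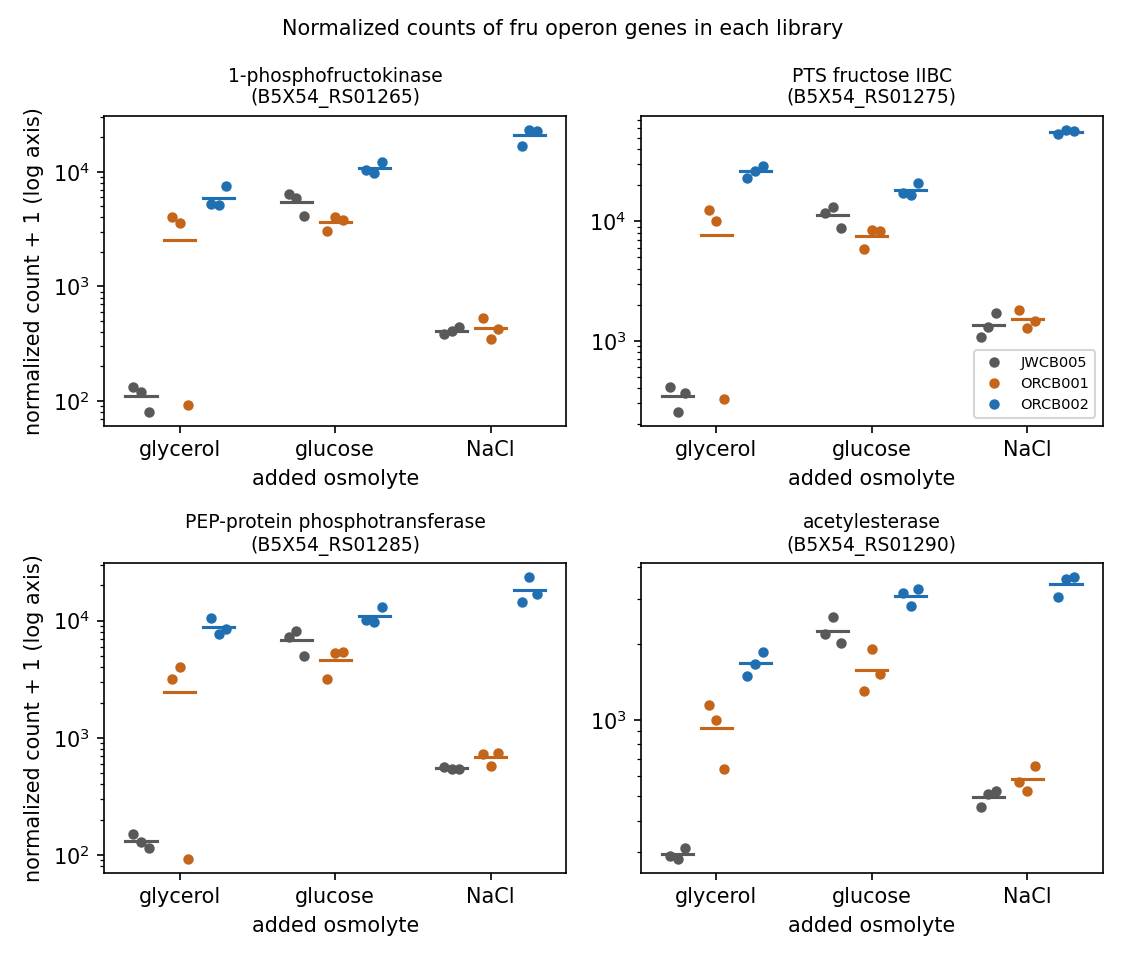
Normalized counts plus 1 (log axis) of 4 fru operon genes in each library, by added osmolyte and strain, with group means as lines. In glucose the 3 ORCB002 libraries stand above the 3 JWCB005 libraries by less than in glycerol or NaCl.

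All 3 ORCB002 glucose libraries had more of each of the 6 genes than all 3 JWCB005 libraries (exact permutation test, two-sided, p = 0.1 for each gene, the smallest p that 3 against 3 allow). The call in glucose depends on the libraries in the fit. All 6 genes were called with the 6 glucose libraries fitted alone (adjusted p = 0.00826 to 0.0441), by DESeq2 on those libraries (adjusted p = 8.67e-06 to 0.00905) and without the first and second ORCB001 glycerol libraries, a setting chosen after seeing the data (adjusted p = 0.00203 to 0.0248). For B5X54_RS01290 alone, DESeq2 on all 27 libraries (adjusted p = 0.0452, and adjusted p = 0.0452 with moderated fold changes) and edgeR with TMM on the recovered reads (adjusted p = 0.0360) also gave a call, the TMM and moderated settings chosen after seeing the data. Over all alternatives the adjusted p of the 6 genes reached 0.819, for B5X54_RS01285.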

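The transposase gene B5X54_RS04520 and the adjacent sigma factor E gene B5X54_RS04525 were higher in ORCB002 in glycerol and in glucose, and the sigma factor G gene B5X54_RS04530 was higher in all 3 media. Sigma factors direct RNA polymerase to sets of promoters, and in spore-forming bacteria sigma E and sigma G serve sporulation. B5X54_RS04520 rose from 196 ± 53.9 (SD, n = 3) to 551 ± 179 (SD, n = 3) normalized counts in glycerol, a log2 fold change of 1.48 (standard error 0.37, adjusted p = 0.0327). In glucose it rose from 239.6 ± 104 (SD, n = 3) to 942 ± 69.4 (SD, n = 3), 2.05 (standard error 0.37, adjusted p = 0.000459) on the log2 scale, and in NaCl it had 255 ± 39.5 (SD, n = 3) and 407 ± 96.6 (SD, n = 3), a log2 fold change of 0.66 (standard error 0.37, adjusted p = 0.981). B5X54_RS04525 had log2 fold changes of 1.53 in glycerol and 1.47 in glucose. In NaCl it went from 773 ± 18.0 (SD, n = 3) to 1444 ± 149 (SD, n = 3), a smaller log2 fold change of 0.90 (standard error 0.14, adjusted p = 0.000120) that passed the test. B5X54_RS04530 had log2 fold changes of 1.36 in glycerol, 1.24 in glucose and 1.03 in NaCl (adjusted p = 1.48e-07, adjusted p = 6.86e-07 and adjusted p = 1.88e-05). The effect in glucose was also tested against the mean of the effects in glycerol and NaCl: the difference was 0.98 (standard error 0.45, adjusted p = 0.140) for B5X54_RS04520 and 0.25 (standard error 0.17, adjusted p = 0.323) for B5X54_RS04525, neither past the threshold, though both passed it without the first JWCB005 glucose library (adjusted p = 0.0488 and adjusted p = 0.0469, with ranges over the alternatives of 0.0488 to 0.427 and 0.0469 to 0.760). The glycerol call of B5X54_RS04520 was lost without the first or the third JWCB005 glycerol library (adjusted p = 0.0548 and adjusted p = 0.248) and without the first ORCB002 glycerol library (adjusted p = 0.345, range over the alternatives 5.88e-05 to 0.345), and its NaCl change was called by DESeq2 on the 6 NaCl libraries alone (adjusted p = 0.0461, range 0.0461 to 1.000).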

**Table 4:** Genes in strain ORCB002 which exhibit increased expression when cells were cultured in elevated osmolarity conditions

Locus tag	Annotation	log_2_(ORCB002/JWCB005)		
		Glycerol	Glucose	NaCl
**B5X54_RS01265**	1-Phosphofructokinase	4.2	0.8	4.5
**B5X54_RS01270**	PTS fructose transporter subunit IIA	4.5	0.7	4.5
**B5X54_RS01275**	PTS fructose transporter subunit IIBC	4.8	0.6	4.3
**B5X54_RS01280**	HPr family phosphocarrier protein	4.1	0.8	3.7
**B5X54_RS01285**	Phosphoenolpyruvate-protein phosphotransferase	4.5	0.6	4.0
**B5X54_RS01290**	Acetylesterase	2.4	0.4	2.7
*B5X54_RS04520*	Transposase	1.4	1.8	0.6
*B5X54_RS04525*	Sporulation sigma factor SigE	1.5	1.4	0.9
*B5X54_RS04530*	Sporulation sigma factor SigG	1.3	1.2	1.0

Bold and italics denote adjacent genes which may be co-expressed as part of the same transcriptional unit. Bold text denotes statistical significance (Wald test, Benjamini–Hochberg adjusted *p* value < 0.05, *n* = 3). Values that are not statistically significant are denoted in underline

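In ORCB002, 23 genes were lower than in JWCB005 in each of the 3 media, and 22 of them are named in the paper's tables of expression and resequencing or deleted by design. The 4 genes of Table 5 are a group of 3 neighbors, B5X54_RS01990, B5X54_RS01995 and B5X54_RS02000, and the oxidoreductase gene B5X54_RS07480. Averaged over the 3 media, their log2 fold changes in ORCB002 were -2.83, -3.32, -3.81 and -1.73, with standard errors of 0.10, 0.13, 0.14 and 0.10 and adjusted p = 2.10e-16, adjusted p = 6.57e-16, adjusted p = 1.85e-16 and adjusted p = 2.28e-12. In ORCB001 the averaged log2 fold changes of these 4 genes ran from -0.18 to 0.23 and none was called, and ORCB002 was lower than ORCB001 at all 4, by averaged log2 differences from -4.03 to -1.96. The 1 gene of the 23 that the paper's main text and its tables do not name, B5X54_RS01125, had an averaged log2 fold change of -1.36 (standard error 0.13, adjusted p = 7.70e-08).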

We also find genes displaying decreased expression levels in strain ORCB002 (Table 5). Three adjacent genes (B5X54_RS01990–B5X54_RS02000) showed similar differential expression patterns. 

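All 3 neighbors were lower in ORCB002 in each medium, with all 3 ORCB002 libraries below all 3 JWCB005 libraries. In glycerol, B5X54_RS01990 fell from 9693 ± 1333 (SD, n = 3) to 965 ± 188 (SD, n = 3) normalized counts, a log2 fold change of -3.34 (standard error 0.18, adjusted p = 9.32e-13). B5X54_RS01995 fell from 49563 ± 9504 (SD, n = 3) to 3990.0 ± 556 (SD, n = 3), a log2 fold change of -3.63 (standard error 0.22, adjusted p = 1.24e-11). B5X54_RS02000, whose annotation is that of a family of secreted proteases, fell from 272 ± 71.8 (SD, n = 3) to 16.7 ± 5.59 (SD, n = 3), a log2 fold change of -3.95 (standard error 0.24, adjusted p = 1.02e-11) that rests on 54 reads in the 3 ORCB002 libraries against 704 in JWCB005. Counted in reads, that is 17.3-fold lower (95% counting interval 13.3 to 23.1). In glucose the log2 fold changes were -2.25, -3.02 and -3.83 in tag order (adjusted p = 2.55e-09, adjusted p = 5.47e-10 and adjusted p = 2.15e-11), and in NaCl they were -2.92, -3.30 and -3.64 (adjusted p = 1.49e-11, adjusted p = 8.31e-11 and adjusted p = 5.25e-11). The effect in glucose differed from the mean of the effects in glycerol and NaCl for B5X54_RS01990, by 0.88 (standard error 0.22, adjusted p = 0.00874) on the log2 scale, and did not pass the test for B5X54_RS01995 (0.44, adjusted p = 0.296) or B5X54_RS02000 (-0.03, adjusted p = 0.951).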

B5X54_RS01990 and B5X54_RS01995 are annotated as hypothetical proteins, and B5X54_RS02000 is annotated as a peptidase S8 protein. Similarly, a vaguely annotated oxidoreductase gene, B5X54_RS07480, showed decreased expression in all three elevated osmolarity conditions.

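B5X54_RS07480, which the resequencing table annotates as the electron transfer subunit of dihydroorotate dehydrogenase and as partly deleted in ORCB002, kept a low signal in that strain. Its normalized count was 140.0 ± 14.9 (SD, n = 3) in JWCB005 and 57.9 ± 10.9 (SD, n = 3) in ORCB002 in glycerol, a log2 fold change of -1.27 (standard error 0.17, adjusted p = 2.10e-05). In glucose it fell from 250.2 ± 34.2 (SD, n = 3) to 51.5 ± 2.34 (SD, n = 3), -2.25 (standard error 0.17, adjusted p = 9.91e-10) on the log2 scale. In NaCl it fell from 215 ± 18.0 (SD, n = 3) to 67.4 ± 10.8 (SD, n = 3), a log2 fold change of -1.67 (standard error 0.17, adjusted p = 2.62e-07). The fall was larger in glucose than the mean of the other two media, by -0.78 (standard error 0.21, adjusted p = 0.0129) on the log2 scale. In ORCB001, its log2 fold changes were 0.26 in glycerol, 0.02 in glucose and 0.41 in NaCl, none past the threshold (adjusted p = 0.501, adjusted p = 0.947 and adjusted p = 0.720). In each medium all 3 ORCB002 libraries were below all 3 JWCB005 libraries (exact permutation test, two-sided, p = 0.1, the smallest p this design allows).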

**Table 5:** Genes in strain ORCB002 which exhibit decreased expression when cells were cultured in elevated osmolarity conditions

Locus tag	Annotation	log_2_(ORCB002/JWCB005)		
		Glycerol	Glucose	NaCl
**B5X54_RS01990**	Hypothetical	− 3.3	− 2.2	− 2.9
**B5X54_RS01995**	Hypothetical	− 3.5	− 2.9	− 3.2
**B5X54_RS02000**	Peptidase S8	− 3.8	− 3.7	− 3.5
*B5X54_RS07480*	Oxidoreductase	− 1.3	− 2.2	− 1.6

Bold and italics denote adjacent genes which may be co-expressed as part of the same transcriptional unit. All values are statistically significant (Wald test, Benjamini–Hochberg adjusted *p* value < 0.05, *n* = 3)

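The xylanase gene B5X54_RS00980, whose product cuts the xylan backbone of plant cell walls, had 7713 ± 692 (SD, n = 3) normalized counts in JWCB005 in glycerol, 303 ± 90.2 (SD, n = 3) in ORCB001 and 258 ± 29.5 (SD, n = 3) in ORCB002. Averaged over the 3 media, it was lower by log2 fold changes of -4.31 (standard error 0.12, adjusted p = 8.37e-18) in ORCB001 and -4.19 (standard error 0.12, adjusted p = 1.44e-18) in ORCB002, and ORCB002 and ORCB001 differed by 0.12 (standard error 0.12, adjusted p = 0.600). B5X54_RS05305, a gene of unknown function, had 12035 ± 719.7 (SD, n = 3) in JWCB005 in glucose, 2488 ± 24.0 (SD, n = 3) in ORCB001 and 357 ± 27.1 (SD, n = 3) in ORCB002. Its averaged log2 fold changes were -2.53 (standard error 0.08, adjusted p = 1.09e-16) in ORCB001 and -4.94 (standard error 0.08, adjusted p = 1.08e-22) in ORCB002. Its neighbor B5X54_RS05310 had averaged log2 fold changes of -2.48 (standard error 0.12, adjusted p = 1.04e-13) in ORCB001 and -4.40 (standard error 0.12, adjusted p = 4.17e-19) in ORCB002. Both neighbors were lower in ORCB002 than in ORCB001, by -2.41 (standard error 0.08, adjusted p = 7.53e-17) for B5X54_RS05305 and -1.92 (standard error 0.12, adjusted p = 8.86e-12) for B5X54_RS05310 on the log2 scale.

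**Figure D4:**
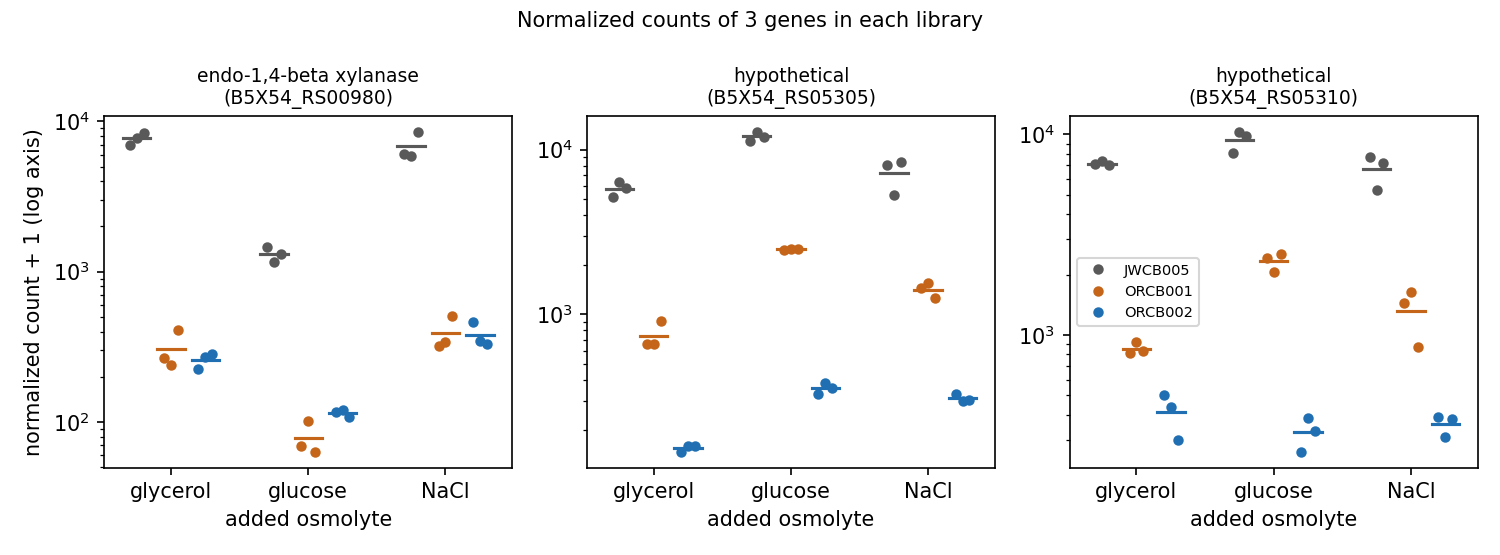
Normalized counts plus 1 (log axis) of the 3 genes in each library, by added osmolyte and strain, with group means as lines. Every library of both deletion strains lies below every JWCB005 library of its medium.

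Averaged over the media, 66 genes were lower in ORCB001 and 46 in ORCB002. There were 8 genes in both lists, where 1.11 would be shared by independent lists. The 1.11 treats each gene as separate, and the 46 include genes missing from ORCB002. Several of the 8 have neighboring tags, such as B5X54_RS05305 and B5X54_RS05310 and those from B5X54_RS10485 to B5X54_RS10510, so the 8 need not be separate changes. Since both strains were compared with the same JWCB005 libraries, the parent libraries were also divided between the 2 comparisons in 6 ways, which left 3 to 4 shared genes, and B5X54_RS00980, B5X54_RS05305 and B5X54_RS05310 were among them in all 6. The 8 fell to 5 without the first JWCB005 glycerol library, to 5 without the third, and to 4 and 5 without the first and second JWCB005 NaCl libraries. The 66 became 40 without the first JWCB005 glycerol library, 37 without the third JWCB005 glucose library, 38 and 23 without the first and second JWCB005 NaCl libraries, 117 without the first ORCB001 glycerol library and 33 without the second ORCB001 NaCl library.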

Three genes exhibited decreased expression in both strains; B5X54_RS00980, B5X54_RS05305, and B5X54_RS05310 (Table 6). The latter two are annotated as hypothetical proteins, adjacent to each other and may likely be part of the same transcriptional unit. B5X54_RS00980 is annotated as an endo-1,4 beta xylanase. As these genes showed similar expression patterns in two strains (ORCB001 and ORCB002) which displayed largely different relative growth phenotypes, it is further unlikely they are contributing to the observed phenotypes and were not considered further. Additional genes showed significantly decreased expression in strain ORCB002. These genes were distinct from other genes displaying differential expression in that their average normalized read count values across collected samples were near zero (Table 7). It is confirmed through our genomic resequencing analysis (Table 2) that this observed differential expression is artifactual carryover from genomic alterations which have occurred in the strain. 

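All 10 genes of Table 7 were lower in ORCB002 in each of the 3 media, down to a few reads or none. B5X54_RS04275, a transcriptional regulator, had 873 ± 77.8 (SD, n = 3) normalized counts in JWCB005 in NaCl and 0.573 ± 0.497 (SD, n = 3) in ORCB002. Counted in reads it was 1565-fold lower (95% counting interval 433 to 12925). B5X54_RS04290, a site-specific integrase of the kind that moves mobile elements, had no read in ORCB002 in NaCl or glycerol, which is at least 338-fold lower and at least 324-fold lower. B5X54_RS04240, a DNA-binding protein, had no read in NaCl, at least 412-fold lower. B5X54_RS04295, a proline tRNA gene, had 10 reads in the 3 ORCB002 libraries against 1021 in JWCB005 in NaCl and was 102-fold lower (95% counting interval 55.7 to 214). In ORCB001, none of the 10 genes was called by limma, and their log2 fold changes ran from -0.51 to 0.29 in glycerol, -0.18 to 0.49 in glucose and -0.26 to 0.20 in NaCl. Averaged over the media, all 10 were lower in ORCB002 than in ORCB001. At these low values a fitted log2 fold change depends on the count added before taking logs, so the ratios of reads are given in its place.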

One such example is a locus containing many genes involved in uracil biosynthesis and sits adjacent to the *pyrF* gene (B5X54_RS07475) which is truncated and non-functional in this strain [8]—the truncation making uracil-auxotrophy based genetic modifications possible. 

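The genes from B5X54_RS07485 to B5X54_RS07500, near pyrF, lost nearly all their reads in ORCB002, while pyrF itself did not pass the test. B5X54_RS07475 (pyrF, which encodes the last enzyme of uridine monophosphate synthesis) had 1778 ± 165 (SD, n = 3) normalized counts in JWCB005 in glucose and 1535 ± 107 (SD, n = 3) in ORCB002, a log2 fold change of -0.21 (standard error 0.12, adjusted p = 0.229). B5X54_RS07485, dihydroorotate dehydrogenase of the same pathway, had 2 reads in the 3 ORCB002 libraries against 1465 in JWCB005 in glucose and was 659-fold lower (95% counting interval 183 to 5444). B5X54_RS07495, orotate phosphoribosyltransferase, the step before pyrF, had 5 against 1920 reads and was 346-fold lower (95% counting interval 148 to 1064). Between and after them, B5X54_RS07490 had 4 against 1389 reads, 313-fold lower (95% counting interval 122 to 1147), and B5X54_RS07500 had 2 against 1036, 466-fold lower (95% counting interval 129 to 3849.8). Farther along, the weakly expressed transporter gene B5X54_RS07505 had no read in ORCB002 in glucose, at least 34.5-fold lower, and B5X54_RS07510 had 4 against 81, 18.2-fold lower (95% counting interval 7.12 to 66.9). In glycerol and NaCl, B5X54_RS07505 was at least 20.4-fold and at least 41.8-fold lower, and B5X54_RS07510 14.6-fold (5.71 to 53.7) and 8.89-fold lower (4.31 to 22.1). The third JWCB005 glucose library was higher at weakly expressed genes. In glucose ORCB001 was also lower than JWCB005, 3.82-fold (2.44 to 6.34) at B5X54_RS07505 and 2.55-fold (1.65 to 4.18) at B5X54_RS07510. B5X54_RS07515 had 56.6 ± 59.5 (SD, n = 3) in JWCB005 and 15.8 ± 6.39 (SD, n = 3) in ORCB002, a log2 fold change of -1.36 (standard error 0.76, adjusted p = 0.221) that did not pass the test.

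**Figure D5:**
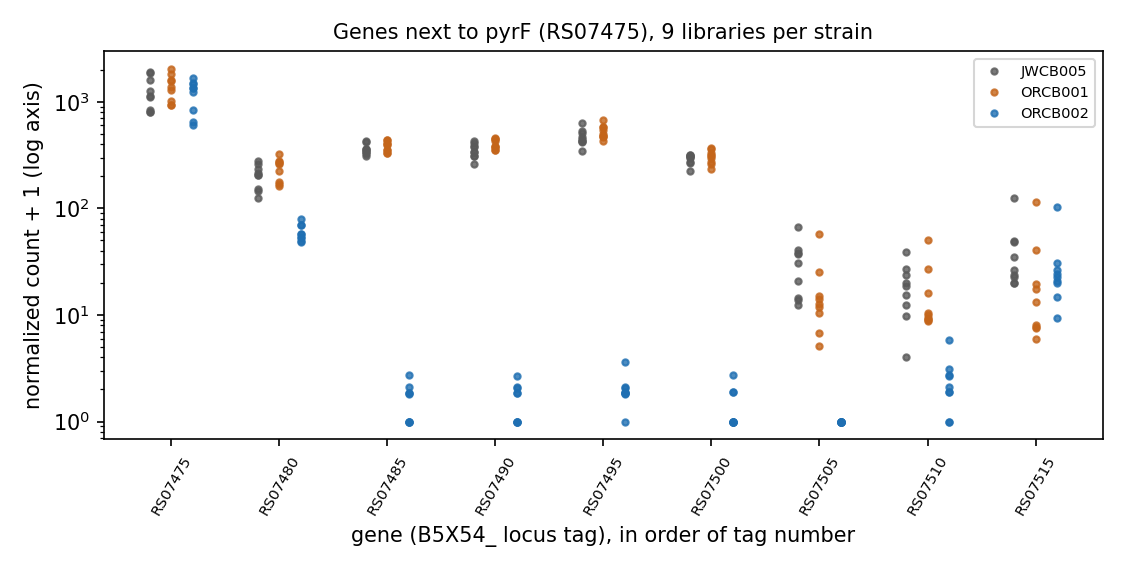
Normalized counts plus 1 (log axis) of the genes from B5X54_RS07475 to B5X54_RS07515 by locus tag, 9 libraries per strain. From B5X54_RS07485 to B5X54_RS07510 the ORCB002 libraries lie at the bottom of the axis.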

PCR amplification of a region spanning the genomic region between genes B5X54_RS07485 and B5X54_RS07515 resulted in a single product of expected size when using genomic DNA from strain JWCB018 (an auxotrophic derivative of strain JWCB005) as template, though no PCR product could be amplified when using genomic DNA from ORCB002 as PCR template (Additional file 2: Figure S2). Furthermore, repeated efforts to transform strain ORCB002 using *pyrF* as a positive heterotrophic selection marker did not yield any transformants, suggesting the additional genes necessary for uracil biosynthesis that are missing in this strain are contributing to uracil auxotrophy. Differential expression from these genes, and other genes showing normalized read count values < 5 were omitted from our analysis (Table 7).

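Over the 9 libraries of each strain, 11 genes had a mean normalized count under 5 in ORCB002 and above 50 in JWCB005: fruR/cra (B5X54_RS01260), deleted by design, and the 10 genes of Table 7, from the primase gene B5X54_RS04280 to orotate phosphoribosyltransferase. With a parent mean above 10 there were 17 such genes. The others were B5X54_RS04245, B5X54_RS04250, B5X54_RS04255, B5X54_RS04260, B5X54_RS07505 and B5X54_RS07510, all listed as missing or partly deleted in the resequencing table. B5X54_RS04260, which encodes a hypothetical protein, had no read in ORCB002 in glucose and was at least 54.9-fold lower. In glycerol it was at least 14.6-fold lower, and in NaCl, with 1 read, 103-fold lower (95% counting interval 18.6 to 4083). The third JWCB005 glucose library was higher at weakly expressed genes, and in glucose this gene was also 3.50-fold lower in ORCB001 (95% counting interval 2.49 to 5.08). Of the pair of genes that the paper places between the missing stretches, the sigma factor gene B5X54_RS04270 is listed at 0 in all 27 libraries. B5X54_RS04265 had a mean of 1.95 ± 1.28 (SD, n = 3) in JWCB005 in glucose, from 7 reads, and no read in ORCB002. The paper places copies of both elsewhere in the genome, and counting per gene often leaves out reads that align at more than 1 place, so these counts do not show whether either is transcribed.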

**Table 6:** Genes that were found to have similar differential expression in strains ORCB001 and ORCB002, each compared to their common genetic parent strain JWCB005

Locus tag	Annotation	Average log_2_(ORCB002/JWCB005) across three osmolarity conditions	Average log_2_(ORCB001/JWCB005) across three osmolarity conditions
**B5X54_RS00980**	Endo-1,4-beta xylanase	− 4.1	− 4.2
*B5X54_RS05305*	Hypothetical	− 4.9	− 2.5
*B5X54_RS05310*	Hypothetical	− 4.3	− 2.4

Values are average differential log-fold changes observed for the indicated gene across three indicated high-osmolarity conditions (glucose, glycerol, sodium chloride). As these genes were similarly differentially expressed in strains showing different growth phenotypes, it is unlikely these genes are contributing to observed phenotype differences, and were not considered in this study. All values are statistically significant (Wald test, Benjamini–Hochberg adjusted *p* value < 0.05, *n* = 3)

**Table 7:** Genes found to have relatively low normalized expression values in strain ORCB002

Locus tag	Annotation	log_2_(ORCB002/JWCB005)			Average normalized read counts		
		Glycerol	Glucose	NaCl	ORCB002	JWCB005	ORCB001
**B5X54_RS04240**	DNA-binding protein	− 6.6	− 6.4	− 6.8	0.58	366	346
*B5X54_RS04275*	Transcriptional regulator	− 6.5	− 7.5	− 7.8	0.57	659	773
*B5X54_RS04280*	DNA primase	− 6.9	− 7.5	− 8.3	0.57	824	968
*B5X54_RS04285*	Hypothetical protein	− 7.1	− 7.5	− 7.7	0.57	856	828
*B5X54_RS04290*	Site-specific integrase	− 6.6	− 5.6	− 6.2	0.12	300	277
*B5X54_RS04295*	tRNA-Pro	− 5.6	− 5.2	− 5.7	1.6	212	220
B5X54_RS07485	Dihydroorotate dehydrogenase	− 6.6	− 6.9	− 6.8	0.59	358	383
B5X54_RS07490	Histidine phosphatase family protein	− 6.5	− 6.6	− 7.0	0.62	350	401
B5X54_RS07495	Orotate phosphoribosyltransferase	− 6.8	− 6.9	− 6.9	1	467	523
B5X54_RS07500	Hypothetical protein	− 6.6	− 6.4	− 6.6	0.39	290	304

Many of these very low expression values are artefactual, and instead the result of genomic alterations in this strain (as confirmed by genome resequencing of the ORCB002 strain displayed in Table 2). All differential expression log_2_ values are statistically significant (Wald test, Benjamini–Hochberg adjusted *p* value < 0.05, *n* = 3)

## Discussion

Substantial growth phenotypes were exhibited by two single-gene deletion strains of *C. bescii*. A single-gene deletion of the *fapR* gene exhibited a considerable growth defect when grown in elevated levels of osmolarity (Figs. 1, 2, 3, 4) and strain ORCB002 grew substantially better than its genetic parent strain (on the basis of growth rate and time in lag phase) in elevated levels of added osmolarity (Figs. 1, 2, 3, 4). Neither strain displayed growth phenotypes when grown in unaltered, replete LOD medium (data not shown).

### Complementation analysis and proposed mechanism of FapR and Cra-enabled osmotolerance in *C. bescii*

We confirm that the FapR transcription factor does regulate fatty acid biosynthesis and malonyl-CoA metabolism genes in *C. bescii*, as predicted previously for the closely related species *C. saccharolyticus* [4]. 

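For most of the fatty acid and malonyl-CoA genes the fold change over JWCB005 was larger in glycerol than in the other media. The fatty acid and malonyl-CoA genes made up 12 of the 14 genes that were higher in ORCB001 in all 3 media. The others of the 14, B5X54_RS06335 and B5X54_RS06875, are not named in the main text of the paper or its tables. The change of ORCB001 against JWCB005 in glycerol was set against the mean of its changes in glucose and NaCl. It was larger for 6 of 8 fatty acid genes and 4 of 4 malonyl-CoA genes. The log2 differences over the 12 ran from 0.64 to 1.91. The paper describes resequencing of ORCB002 only, so these are changes of the strain ORCB001. For B5X54_RS07190, annotated as oxaloacetate decarboxylase, the difference was 1.91 (standard error 0.23, adjusted p = 3.63e-05), and for B5X54_RS06365, the ketoacyl-ACP synthase III that starts fatty acid chains, it was 1.59 (standard error 0.24, adjusted p = 0.000486). Within JWCB005, 11 of the 12 genes were lower in glycerol than in glucose (log2 differences over the 12 from -2.18 to -0.30). Within ORCB001, 0 of the 12 were called higher in glycerol than in glucose and 3 lower (from -0.99 to 0.31), a comparison added after seeing the data. The larger fold change in glycerol thus goes with lower values in the parent. Over all genes, 6 of 100 regroupings, the real one included, called as many such differences as the real grouping. The other 5 all left the strains whole in glycerol, kept or exchanged, so they carry the strain difference there. Of 88 that divided the strains there, the highest called 6 genes. This share thus decides nothing about chance, which is not excluded. In ORCB001, 64 genes were higher and 42 lower than in JWCB005 in glycerol, 58 higher and 15 lower in glucose, 17 higher and 5 lower in NaCl, and 193 were called averaged over the media, 127 of them higher. From FapR sites predicted upstream of both operons and from their expression in this strain (Table 3), the paper concludes that FapR regulates fatty acid and malonyl-CoA genes in C. bescii as was predicted in C. saccharolyticus. The difference of effects between media was lost for B5X54_RS06360, B5X54_RS06385 and B5X54_RS06395 with the 18 libraries of the 2 strains fitted alone (adjusted p = 0.0652, adjusted p = 0.0673 and adjusted p = 0.0652). It was also lost for these genes with the replicate number as a block (adjusted p = 0.0746, adjusted p = 0.0781 and adjusted p = 0.0545). It was lost for B5X54_RS06360 without the first or the third JWCB005 glycerol library or the third ORCB001 glycerol library (adjusted p = 0.0714, adjusted p = 0.0773 and adjusted p = 0.0622, range over the alternatives 0.00107 to 0.0773) and for B5X54_RS06395 without the third JWCB005 glycerol library (adjusted p = 0.0754, range 0.000925 to 0.0754). For B5X54_RS06385 it was lost without the first or the third JWCB005 glycerol library (adjusted p = 0.0818 and adjusted p = 0.0945), the first JWCB005 glucose library (adjusted p = 0.0525), the first or second ORCB001 glycerol library (adjusted p = 0.0515 and adjusted p = 0.0810) or the first ORCB001 glucose library (adjusted p = 0.0505, range 0.00123 to 0.128). The 106 genes called in glycerol became 55 and 58 without the first and the third JWCB005 glycerol libraries and 168 (81 higher, 87 lower) and 58 without the first and second ORCB001 glycerol libraries. The 73 in glucose became 42 and 41 without the second and the third JWCB005 glucose libraries and 35 and 48 without the first and the third ORCB001 glucose libraries. The 193 averaged over the media became 111 without the first JWCB005 glycerol library, 100 without the third JWCB005 glucose library, 117 and 86 without the first and second JWCB005 NaCl libraries, 296 without the first ORCB001 glycerol library and 96 without the second ORCB001 NaCl library.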

Over-expressing the *fapR* gene did not, however, yield a strain exhibiting superior osmotolerance (Fig. 5). Complementation analysis and differential proteomic analysis confirmed successful homologous expression of the Cra/FruR protein from plasmid pJGW07::B5X54_RS01260::Kan in the genetically complemented strain, which suggests it may not be the deletion of the *cra* gene that is the cause of observed growth phenotypes in strain ORCB002. Unintended genetic differences leading to phenotypes have been observed previously in *C. bescii*, and the species is thought to have a highly active transposase capable of inactivating genes and causing genome alterations [56].

Resequencing analysis of strain ORCB002 revealed several genomic alterations which could be responsible for its increased ability to tolerate elevated osmolarity relative to its genetic parent. Our SNP/variation mapping did not find any additional copies, or alterations otherwise in the existing loci of the ISCbe4 transposable elements [11, 56] in strain ORCB002, relative to that of its parent strain JWCB005. Of the genes that were found to be deleted or mutated (Table 2), only the *dnaK* chaperone has been previously implicated in affecting tolerance to increased levels of osmolarity [32, 49]. However, the residue at which the SNP is present in this gene strain has not been previously studied to our knowledge, and it remains unclear from these investigations what effect the substitution introduced in this gene (T516A) has on the in vivo activity of this gene or the expression levels of this gene in this strain.

Genomic alterations suspected in the pyrimidine biosynthesis pathway of ORCB002 were confirmed by whole-genome resequencing. It has been observed previously [56] that disruptions in other genes at this locus can effectively serve as selection markers by preventing strains from synthesizing uracil de novo. One of the genes missing at this locus in strain ORCB002 is the same gene (*pyrE*) a genes whose deletion endowed the strain with 5-FOA resistance and made the strain amenable to uracil/5-FOA selection/counterselection genetics [25].

### Improving osmoresistance in *C. bescii* biocatalysts through regulatory metabolic engineering

Osmosensitivity is one of the defining needs in a candidate industrial CBP organism. To make 50 g/L ethanol, a nominal target for consolidated bioprocessing, the final fermentation osmolarity will exceed that of seawater (which is ~ 1000 mOsm/L) and a CBP biocatalyst will need to actively ferment at these osmolarities. The cellular response to osmotic shock involves a large number of cellular sub-processes [59], many of which are poorly understood in *C. bescii*. We affected maximal gains in osmoresistance in *C. bescii* by making very few genetic modifications, though further complementation analysis of one strain suggests that unintended genetic alterations may be responsible for the osmoresistance phenotype observed in strain ORCB002. Engineering a more osmoresistant strain using only rational metabolic engineering would, at present, be difficult without further characterizing osmolarity response systems in *C. bescii*, and the effects of the other mutations identified in strain ORCB002.

### Osmolarity stress response and the cellular function of the FapR and FruR/Cra transcription factors in *C. bescii*

FapR is a conserved transcription factor present in Gram-positive bacteria. Its regulon consists of the genes responsible for fatty acid biosynthesis as well as malonyl-CoA metabolism [46]. Malonyl-CoA also serves as the binding cofactor molecule for FapR. It has been shown previously in other organisms that altering this transcription factor can affect cell growth [26], the composition of cellular membrane lipids [47, 36], and affect tolerance to osmotic stress [18]. The *fapR* gene, and associated regulon genes, was shown to be upregulated under hydrogen sparging in the closely related species *C. saccharolyticus* [4], though it remains unknown if this condition presents an osmotic challenge to *C. saccharolyticus*. In this study we demonstrate that the *fapR* gene likely regulates genes involved in malonyl-CoA and fatty acid biosynthesis, as it does in a conserved fashion in many other bacteria. The *fruR* gene was first characterized and shown to be a local regulator of fructose metabolism and the fructose-specific phosphotransferase system (PTS), and was subsequently shown to have a regulon extending far beyond just genes it is collocated with [37, 38, 43]. Upon discovery of this expanded regulon, the gene was aptly renamed Cra (for cyclic AMP independent repressor/activator). Cra was shown to both activate genes as well as repress genes [38], as well as work coordinately with other carbon regulatory genes to globally regulate carbon metabolism [42]. This transcription factor regulates expression in response to binding fructose 1-phosphate [6, 38], a metabolic intermediate in fructose metabolism. It is known to be a global regulator of carbon metabolism, regulating genes involved in fermentation, glycolysis/gluconeogenesis, carbohydrate transport, and the TCA cycle [5, 13, 38, 42]. Not surprisingly, the transcription levels of *fruR/cra* in *C. saccharolyticus* were increased when cells were grown on fructose [52], suggesting that this gene is in fact locally regulating genes contained within the same operon as *fruR/cra* which are responsible for fructose metabolism. A FruR/Cra homolog in *Thermotoga* shows 70–80% operon-level sequence homology with the *C. bescii* gene B5X54_RS01260 [40] and is predicted to be a local repressor of fructose metabolism genes, though neither this gene or its regulon have been biochemically or genetically or biochemically evaluated in *Thermotoga*.

We present putative evidence of local regulation by Cra in *C. bescii*, as *fru* operon genes appear to be coordinately expressed differently in high concentrations of glucose (Table 4). 

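The change of the fru operon in ORCB002 against JWCB005 was smaller in glucose than the mean of its changes in glycerol and NaCl for all 6 genes. The log2 differences ran from -5.16 to -2.18. ORCB002 also carries the other mutations found by resequencing, so these are changes of the strain. B5X54_RS01270, subunit IIA of the fructose transporter, differed by -5.16 (standard error 1.01, adjusted p = 0.00180), and B5X54_RS01290, the acetylesterase, by -2.18 (standard error 0.21, adjusted p = 9.49e-07). In JWCB005, B5X54_RS01285, the phosphotransferase that passes phosphate from phosphoenolpyruvate to sugar transporters, had 131 ± 18.7 (SD, n = 3) normalized counts in glycerol, 6826 ± 1608 (SD, n = 3) in glucose and 547 ± 9.88 (SD, n = 3) in NaCl. In ORCB002 it had 8862 ± 1409.7 (SD, n = 3) in glycerol, 11044 ± 1880.2 (SD, n = 3) in glucose and 18291 ± 4752 (SD, n = 3) in NaCl. Tested as a set, the 6 genes passed camera with the preset correlation (adjusted p = 8.37e-08) and not with an estimated one (adjusted p = 0.0742). Adjusted over the list alone, 6 of 6 passed, on a list that the study chose on these libraries and that is therefore not independent evidence. Across all genes, the effect in glucose was higher than in the other two media for 194 genes and lower for 272. These 466 became 302 (85 higher, 217 lower) without the third JWCB005 glucose library, and 151 were higher and 290 lower after TMM rescaling, so the balance of directions depends on that library and on the scaling.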

Though conserved homologs appear in many organisms [2, 7, 17, 40], it is unclear whether this gene plays a global regulatory role in *C. bescii*. Two findings support a global regulatory role of Cra in *C. bescii*; differential expression of two sigma factors were observed in RNAseq analysis of strain ORCB002 (Table 4), and differential protein abundance of other known transcription factors or genes belonging to regulatory gene families (highlighted in yellow, Additional file 3: Table S2) in proteomic abundance in strain ORCB012. The genes whose transcription is affected by these sigma factors in *C. bescii* remains unknown, though homologs of these two sigma factors are known to be active in stress-response [14, 22]. The RefSeq gene annotations of these two sigma factors annotate these genes as being involved in sporulation, though *C. bescii* is not known to form spores [20]. 

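The genes changed in ORCB002 went in both directions in each medium: 20 higher and 25 lower in glycerol, 238 higher and 281 lower in glucose, and 12 higher and 36 lower in NaCl. Averaged over the media, 67 were called, 21 of them higher. The lower genes in each medium include fruR/cra, deleted by design, and the 10 genes of Table 7. The paper attributes many of the near-zero values of Table 7 to genomic alterations and left those genes out. The lower counts are thus not all changes of expression. The sigma factor E and G genes, B5X54_RS04525 and B5X54_RS04530, were among 6 genes higher in all 3 media. The paper's main text and its tables do not name the other 4. Most of the changes in glucose were outside the paper's tables. B5X54_RS02740, which the files do not pair with a name, fell in glucose from 7486 ± 1938 (SD, n = 3) to 768 ± 137 (SD, n = 3) normalized counts, a log2 fold change of -3.26 (standard error 0.42, adjusted p = 7.23e-06). In glycerol and NaCl its log2 fold changes were 0.81 and 0.48, and the difference between glucose and their mean was -3.91 (standard error 0.51, adjusted p = 6.04e-05). In glucose, the 3 ORCB002 libraries did not overlap the 3 JWCB005 libraries at 1209 of 2726 genes (44.4%, where chance gives 10%). The 519 genes called in glucose became 270 (83 higher, 187 lower) without the third JWCB005 glucose library, in which weakly expressed genes were higher, and 307 (112 higher), 313 (118 higher) and 310 (116 higher) without the first, the second and the third ORCB002 glucose libraries. The share higher was 45.9% with the values as deposited and 33.6% (153 higher, 303 lower) after TMM rescaling. In glycerol, 45 genes became 94 (50 higher, 44 lower) without the third ORCB002 glycerol library.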

As both increased and decreased differential expression are observed in strain ORCB002 (Tables 4 and 5), this gene may have a pleiotropic regulatory role in *C. bescii*. From the findings in this work, it is not possible to determine if such pleiotropy would be the effect of direct or indirect regulatory action by this transcription factor.

## Conclusions

Through screening of ten single-gene deletion mutants of selected regulatory genes, we isolated two strains exhibiting phenotypically differential resistance to elevated, inhibitory levels of osmolarity in *C. bescii*. One strain carries a single-gene deletion of the FapR repressor, and the other a single-gene deletion of a gene that is most likely either the FruR local repressor of fructose metabolism or the global carbon metabolism regulator Cra. We engineered a *cra*-deficient strain of *C. bescii* that over-expressed the *fapR* gene with the hope of generating a highly osmotolerant strain of *C. bescii*. Unfortunately, the resulting strain did not exhibit further enhanced growth properties in elevated osmolarity conditions. Further, it is unlikely that the *cra* gene impacts osmotolerance in *C. bescii*, as complementation analysis of a *cra*-deficient mutant did not revert observed phenotypes of the *cra*-deficient strain. Other unintended genomic differences in this strain were identified through strain re-sequencing, and may be responsible for its growth performance in elevated osmolarity conditions.

Differential expression and prediction of transcription factor binding sites along the genome show the FapR gene regulates fatty acid biosynthesis genes as well as genes responsible malonyl-CoA metabolism, each organized into a functionally related putative transcriptional unit. The same analysis suggests FruR/Cra transcription factor negatively regulates a functionally related transcription unit containing genes responsible for fructose metabolism and fructose-specific PTS. In addition, differential expression and differential protein abundance evidence also suggests FruR/Cra has a regulatory effect on other genes, suggesting this transcription factor may play a global regulatory role in *C. bescii*, as it does in other bacteria.

## Methods

### Strain construction

Strains used in this study (Table 1) were constructed as described previously [10]. In an effort to generate a strain more osmotolerant than ORCB002, we overexpressed the *fapR* gene in this strain, resulting in strain ORCB013. Simultaneously, we conducted complementation analysis of strain ORCB002, using strain ORCB012, to assess whether the absence of the *fruR/cra* gene was, in fact, a cause of the phenotypes observed in the *fruR/cra*-deficient strain in elevated osmolarity conditions.

### Screening single-gene deletion mutants and expression mutants

Markerless deletions of 10 regulatory genes were generated in one of two strains of *C. bescii* (Table 1) using previously described methods [10, 11]. Single-gene deletion strains were grown in eight different conditions and screened for growth or fermentation productivity phenotypes. Media were prepared as described previously [15]. Initial screening cultures were all grown in Balch tubes containing 10 mL of medium. Cultures containing insoluble carbon substrates (xylan, crystalline cellulose, or switchgrass) were grown in 50 mL of medium in 135 mL serum bottles. All media contained 5 g/L of the respective carbon substrate. Cultures containing added methyl viologen, ethanol, or NaCl contained 5 g/L glucose as the primary source of carbon. Methyl viologen was utilized at a concentration of 150 mg/L, ethanol was added to a final concentration 20 g/L, and NaCl was utilized to make medium with an initial calculated total osmolarity of 200 mOsm/L. All media osmolarities were calculated based on accounting for media osmolarity of LOD medium reported previously [15], and adding osmolytes as dry chemicals sufficient to make each medium the desired osmolarity. All screening cultures contained a headspace of 100% N_2_. Growth and fermentation products were assayed as previously described [45]. Growth was monitored in cultures containing xylan or crystalline cellulose as the primary source of carbon by assaying total culture protein. To assay total culture protein (as a proxy for cell biomass in cultures utilizing crystalline cellulose or xylan as sole carbon sources), 300 µL of culture was added to 100 µL of 500 mM NaOH and incubated at 100 °C for 10 min. Incubated samples were then centrifuged (13,000×*g*, 10 min). Aliquots of the supernatant were analyzed using the Coomassie (Bradford) Protein Assay Kit (ThermoFisher Scientific catalog #23200) according to manufacturer’s instructions.

Subsequent osmolarity stressor assays (Figs. 1 and 2), as well as batch growth for RNAseq analysis (Figure S3), were done in 50 mL culture volumes, in elevated osmolarity conditions indicated, in 135 mL serum bottles containing a headspace of 5% H_2_, 10% CO_2_, and 85% N_2_. Stability of expression plasmids in expression strains was assessed by PCR amplification of the plasmid-borne expression cassette using 10X concentrated liquid culture as PCR template. Expression strains (and the exogenous plasmids they bore) were determined to be genetically stable if this PCR product was present after three transfers in selective liquid medium. Further, the presence of the plasmid expression cassettes were assessed after 30 h of fermentation from selected replicates of growth conditions during fermentation under elevated osmolarities (Fig. 5).

### Genome resequencing of ORCB002

The whole genome of strain ORCB002 was resequenced and mapped to the genetic parent strain (JWCB005) to ascertain genetic variations which may be responsible for its apparent increased tolerance to osmolarity. Whole cells were grown in LOD medium containing uracil and genomic DNA was extracted using a Qiagen Dneasy PowerLyzer PowerSoil Kit (Qiagen, Hilden, Germany) following the manufacturer’s protocol. Cells were lysed for 45 s at 6200 rpm on a Precellys 24 high-throughput tissue homogenizer (Bertin Technologies, Montigny-le-Bretonneux, France). DNA quality was assessed by NanoDrop (ThermoFisher Scientific, Waltham, MA) and quantity was determined by Qubit broad range double stranded DNA assay (ThermoFisher Scientific Invitrogen Waltham, MA). Nextera XT sequencing libraries (Illumina, San Diego, CA) were prepared according to the manufacturer’s recommendations stopping after library validation. The final library was validated on an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA) using a DNA7500 chip and concentration was determined on a Qubit (ThermoFisher Scientific Invitrogen, Waltham, MA) with the broad range double stranded DNA assay. The library was prepared for sequencing following the manufacturer’s recommended protocol (15039740v09, Standard Normalization). One paired end sequencing run (2 × 251) was competed on an Illumina MiSeq instrument (Illumina, San Diego, CA) using a Nano v2 chemistry kit.

Sequencing reads were deposited into the NCBI Sequence Read Archive and are available through accession number PRJNA543682. Sequencing reads were mapped to the JWCB005 genome; NCBI GenBank accession/project number: FUZN00000000.1 (FUZN01.1), comprising 2 contigs; FUZN00000001.1 and FUZN00000002.1 using the ‘Map reads then find variations/SNPs’ workflow in the Geneious software (v. 11.1.5). In the ‘Map to Reference’ options of this workflow, the sensitivity was set to ‘High Sensitivity/Medium’ and all other settings were set to default. In the ‘Find Variations/SNPs’ options of this workflow, the ‘maximum variant *P*-value’ was set to 10^−4^, while all other settings were left as default. Resulting SNPs called were then further manually filtered based on the following thresholds; the variant frequency had to be present in > 90% of mapped reads, variations identified within tandem repeats longer than 5 nucleotides were omitted, only SNPs whose mapping coverage was greater than 27× were considered, and only reads whose average quality scores were > 30 were used to identify genomic variations.

### Proteomic determination of FruR/Cra expression in ORCB012

Strain ORCB012 was grown in LOD medium containing added uracil, and 50 mL of mid-log phase cell culture was collected, centrifuged, decanted and snap frozen in liquid nitrogen and stored at − 80 °C for further processing. Protein was isolated from cell biomass and prepared for bottom-up proteomics as described previously [48]. Peptide samples were analyzed by automated 1D LC–MS/MS analysis using a Vanquish UHPLC plumbed directly in-line with a Q Exactive Plus mass spectrometer (Thermo Scientific) outfitted with a trapping column coupled to an in-house pulled nanospray emitter. Both the trapping column (100 µm ID) and nanospray emitter (75 µm ID) were packed with 5 µm Kinetex C18 reversed phase resin (Phenomenex) to 10 cm and 30 cm, respectively. For each five-microgram sample inject, peptides were loaded, desalted, separated and analyzed across a 180 min organic gradient (240 min total considering load, desalting, and column re-equilibration steps). Eluting peptides were measured and sequenced by data-dependent acquisition on the Q Exactive mass spectrometer and resulting MS/MS spectra were searched against the *C. bescii* proteome concatenated with reversed entries (to assess false-discovery rates) and common protein contaminants using MyriMatch and IDPicker, as previously detailed [12]. Peptide abundances were extracted from chromatographic area-under-the-curve and summed to estimate protein-level abundance. Protein abundance distributions were then normalized across samples and compared across strains by pairwise *t* test.

### RNAseq analysis of single-gene deletion mutants under elevated osmolarity conditions

RNAseq analysis was conducted on strains grown to mid-log phase in three different elevated osmolarity conditions; added NaCl to a total initial osmolarity of 300 mOsm/L, added glycerol to make a total initial osmolarity of 500 mOsm/L, and added glucose to a total initial osmolarity of 300 mOsm/L. All cultures were grown to mid-log phase (Figure S3) at which point separate sacrificial 50 mL cultures were collected, centrifuged, and cell biomass pellets were snap frozen in liquid nitrogen. Growth was monitored in parallel-grown triplicate cultures until growth ceased (Additional file 4: Figure S3). RNA was extracted, and RNAseq libraries were synthesized and sequenced as described previously [44].

Fastq files were downloaded from servers at the contracted sequencing facility (HudsonAlpha) and the integrity was verified by computing their checksum and comparing these computed values to those provided by HudsonAlpha. Read quality was checked using FastQC (v. 0.11.5) (available online at https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). RNAseq reads were trimmed the using Trimmomatic (v. 0.33) MAXINFO method with target length and strictness parameters set to 40 and 0.8, respectively. Reads were mapped to the genome of *Caldicellulosiruptor bescii* JWCB005 (GCF_900166995.1, last modified 2017/03/09) using Bowtie2 (v. 2.2.9) with the same parameters as the very sensitive preset option except the number of mismatches was set to 1. The number of successfully mapped reads for each gene in each sample were counted with HTSeq (v. 0.6.1p1). Differential expression was computed using the DEseq 2 R package using default parameters. Differentially expressed genes were determined to be those exhibiting a statistically significant log_2_ fold change of > 1 or < − 1, normalized average read counts above 50, and individual strain normalized read counts > 5 (Tables 3, 4, 5, 6). 

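At these thresholds all 12 genes of Table 3 were called higher in ORCB001 in each medium, among 29 genes higher in glycerol, 28 in glucose and 15 in NaCl. The genes lower in ORCB001 were 22 in glycerol, 5 in glucose and 5 in NaCl, with the 3 genes of Table 6 (B5X54_RS00980, B5X54_RS05305 and B5X54_RS05310) among them each time. In ORCB002, 9 genes were higher in glycerol and 7 in NaCl, all of them in Table 4. In glucose 46 were higher, 3 of them in Table 4. The genes lower in ORCB002 were 10 in glycerol, 145 in glucose and 11 in NaCl, each time with the 4 genes of Table 5 and the 3 of Table 6. Averaged over the media, ORCB001 had 17 higher, 12 of them in Table 3, and 6 lower, and ORCB002 had 10 higher, 9 of them in Table 4, and 11 lower. The calls at an adjusted p under 0.05 alone were compared with those of the authors' deposited table. In ORCB001, 106 of 106 genes called here in glycerol, 73 of 73 in glucose and 22 of 22 in NaCl were also called in the authors' deposited table. The authors' deposited table called more genes, 186, 159 and 31, so most of its ORCB001 calls in glucose and many in glycerol were not called here. In ORCB002 the authors' deposited table called 45 of 45 in glycerol, 514 of 519 in glucose and 48 of 48 in NaCl, out of 54, 621 and 55 calls of its own, and no gene called in both had the opposite sign.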

Raw, unprocessed RNAseq reads as well as differential expression data for all genes were deposited into the Gene Expression Omnibus database as accession number GSE107393.

### Transcription factor binding site prediction

Transcription factor binding sites were predicted for the FruR/Cra transcription factor using the *C. bescii* JWCB005 genome (NCBI Accession # PRJEB19583). A regular expression consensus binding site was adapted from *Thermotoga* FruR predicted binding sites in RegPrecise [34]; the sequence (A|G)TCATAA(A|T)NNNNNAT(A|C)ANN. This sequence was used to seed a transcription factor binding site sequence search using the Virtual Footprint Regulon Analysis tool [33]. The above-mentioned sequence was entered as ‘Regular Expression’ subpattern type and the maximum distance to gene (maximum promoter length) was set to 350 bp. The match properties ‘Ignore Match Orientation’ and ‘Remove Redundant (Palindromic) Matches’ were selected.

### Assessment of genome differences between JWCB005/JWCB018 and ORCB002

Primers were designed to amplify a genomic region spanning B5X54_RS07480–B5X54_RS07510; a primer was designed to anneal to the B5X54_RS07480 coding region (pyr fwd screen, Additional file 5: Table S1), and 3′ to the B5X54_RS07510 coding DNA sequence (pyr rev screen, Additional file 5: Table S1). Genomic DNA was extracted from the respective strains using a Zymo Research Quick-DNA Miniprep Kit (Catalog # D3006, Zymo Research Corp., Irvine, CA) according to manufacturer’s instructions, and used as template in PCR amplification carried out using Phusion 2X Master Mix according to manufacturer’s instructions (Catalog # M0531S, New England Biolabs, Ipswich, MA) (Additional file 6: Table S3).

## Supplementary information

**Additional file 1: Figure S1.** Growth or fermentation product analysis of 10 strains considered in this study in various growth conditions relevant to consolidated bioprocessing performance. a) Acetate supernatant concentrations in fermenting cultures of C. bescii grown in medium containing unpretreated switchgrass as the sole source of carbon. b) Growth of strains whose parent strain is JWCB005 grown in medium containing xylan as the sole source of carbon (reported as whole culture total protein). c) Growth of strains whose parent strain is JWCB018 grown in medium containing xylan as the sole source of carbon (reported as whole culture total protein). d) Growth of strains whose parent strain is JWCB005 grown in medium containing Avicel as the sole source of carbon (reported as whole culture total protein). e) Growth of strains whose parent strain is JWCB018 grown in medium containing Avicel as the sole source of carbon (reported as whole culture total protein). f) Growth of strains whose parent strain is JWCB005 grown in medium containing xylose as the sole source of carbon. g) Growth of strains whose parent strain is JWCB018 grown in medium containing xylose as the sole source of carbon. h) Growth of strains whose parent strain is JWCB005 grown in medium containing glucose as the sole source of carbon. i) Growth of strains whose parent strain is JWCB018 grown in medium containing glucose as the sole source of carbon. j) Growth of strains whose parent strain is JWCB005 grown in medium containing 20 g/L ethanol. k) Growth of strains whose parent strain is JWCB018 grown in medium containing 20 g/L ethanol. l) Growth of strains whose parent strain is JWCB005 grown in medium containing 50 mg/L methyl viologen. m) Growth of strains whose parent strain is JWCB018 grown in medium containing 50 mg/L methyl viologen. n) Growth of strains whose parent strain is JWCB005 grown in medium containing sodium chloride added to a total starting medium osmolarity of 200 mOsm/L. o) Growth of strains whose parent strain is JWCB018 grown in medium containing sodium chloride added to a total starting medium osmolarity of 200 mOsm/L.

**Additional file 2: Figure S2.** PCR of the genomic region spanning B5X54_RS07485–B5X54_RS07500 failed to yield a PCR product when using genomic DNA from strain ORCB002 and primers designed based on the JWCB005 genome, while yielding a product of expected size when using genomic DNA from strain JWCB018 (a derivative of strain JWCB005) as template for PCR. Expected size for PCR product based on JWCB005 genome is 4841 bp. Lane 1 is PCR reaction using ORCB002 genomic DNA as template. Lane 2 is PCR reaction using JWCB018 genomic DNA as template. M1 is O’gene 10 kb ladder (ThermoFisher Scientific catalog # SM1163). M2 is Lambda DNA/HindIII Marker (ThermoFisher Scientific catalog # SM0102).

**Additional file 3: Table S2.** Differential proteomic assessment between strain ORCB012 and its genetic parent strain ORCB002.

**Additional file 4: Figure S3.** Growth profiles and OD_680_ of cultures grown alongside those cultures sampled for RNAseq differential expression analysis of strains ORCB001, ORCB002, and JWCB005 (genetic parent strain to both single-gene deletion strains). OD_680_ values are those of individual culture replicates which were sacrificially sampled and preserved for RNAseq analysis. Growth assays were done in 50 mL culture volumes in 135 mL serum bottles containing a headspace of 100% N_2_.

**Additional file 5: Table S1.** Primers used in this study.

**Additional file 6: Table S3.** Plasmids used in this study.

## Data Availability

Strains generated for this study are available upon request by contacting Miguel Rodriguez Jr. or Dawn Klingeman of the ORNL Biosciences Division. The RNAseq dataset generated and/or analyzed during the current study are available in the NCBI Gene Expression Omnibus (GEO) repository as accession number GSE107393, available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE107393. The dataset generated to assess genomic variations in ORCB002 are available in the NCBI Sequence Read Archive repository as accession number PRJNA543682, available at https://www.ncbi.nlm.nih.gov/sra/?term=PRJNA543682. The proteomic dataset generated to assess heterologous protein expression in ORCB012 are presented in Additional file 3: Table S2 of this published article. All other data generated or analyzed in this article are presented in this published article.

# Supplementary material for: Gene targets for engineering osmotolerance in Caldicellulosiruptor bescii
**Source:** Biotechnol Biofuels. 2020 Mar 13;13:50. doi: 10.1186/s13068-020-01690-3
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Growth or fermentation product analysis of 10 strains considered in this study in various growth conditions relevant to consolidated bioprocessing performance. a) Acetate supernatant concentrations in fermenting cultures of C. bescii grown in medium containing unpretreated switchgrass as the sole source of carbon. b) Growth of strains whose parent strain is JWCB005 grown in medium containing xylan as the sole source of carbon (reported as whole culture total protein). c) Growth of strains whose parent strain is JWCB018 grown in medium containing xylan as the sole source of carbon (reported as whole culture total protein). d) Growth of strains whose parent strain is JWCB005 grown in medium containing Avicel as the sole source of carbon (reported as whole culture total protein). e) Growth of strains whose parent strain is JWCB018 grown in medium containing Avicel as the sole source of carbon (reported as whole culture total protein). f) Growth of strains whose parent strain is JWCB005 grown in medium containing xylose as the sole source of carbon. g) Growth of strains whose parent strain is JWCB018 grown in medium containing xylose as the sole source of carbon. h) Growth of strains whose parent strain is JWCB005 grown in medium containing glucose as the sole source of carbon. i) Growth of strains whose parent strain is JWCB018 grown in medium containing glucose as the sole source of carbon. j) Growth of strains whose parent strain is JWCB005 grown in medium containing 20 g/L ethanol. k) Growth of strains whose parent strain is JWCB018 grown in medium containing 20 g/L ethanol. l) Growth of strains whose parent strain is JWCB005 grown in medium containing 50 mg/L methyl viologen. m) Growth of strains whose parent strain is JWCB018 grown in medium containing 50 mg/L methyl viologen. n) Growth of strains whose parent strain is JWCB005 grown in medium containing sodium chloride added to a total starting medium osmolarity of 200 mOsm/L. o) Gro

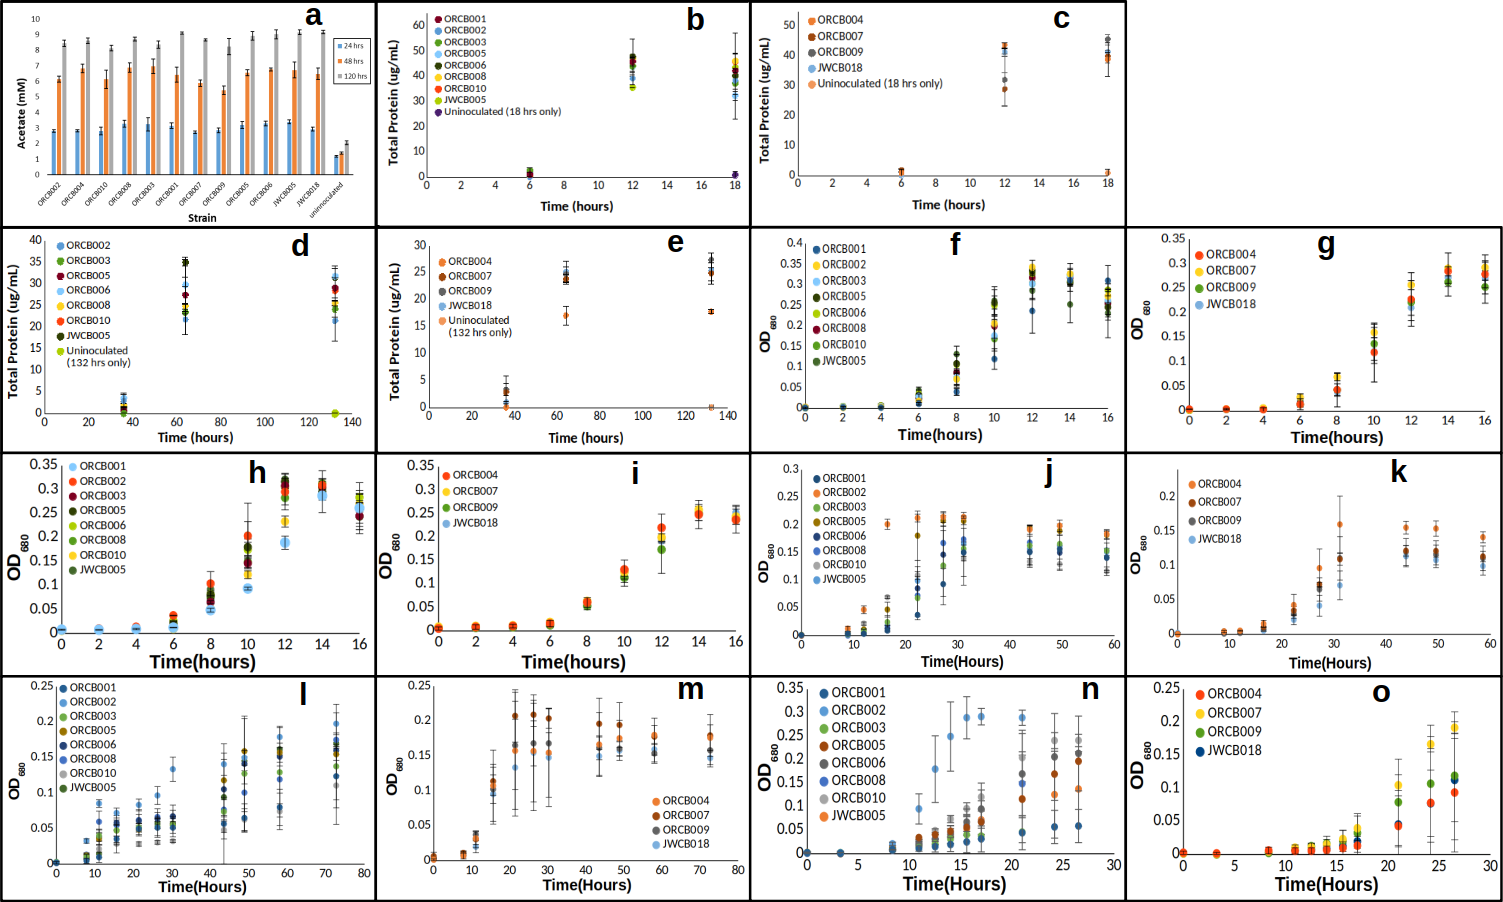

Figure S1: Growth or fermentation product analysis of 10 strains considered in this study in various growth conditions relevant to consolidated bioprocessing performance. a.) Acetate supernatant concentrations in fermenting cultures of *C. bescii* grown in medium containing unpretreated switchgrass as the sole source of carbon b.) Growth of strains whose parent strain is JWCB005 grown in medium containing xylan as the sole source of carbon (reported as whole culture total protein) c.) Growth of strains whose parent strain is JWCB018 grown in medium containing xylan as the sole source of carbon (reported as whole culture total protein) d.) Growth of strains whose parent strain is JWCB005 grown in medium containing avicel as the sole source of carbon (reported as whole culture total protein) e.) Growth of strains whose parent strain is JWCB018 grown in medium containing avicel as the sole source of carbon (reported as whole culture total protein) f.) Growth of strains whose parent strain is JWCB005 grown in medium containing xylose as the sole source of carbon g.) Growth of strains whose parent strain is JWCB018 grown in medium containing xylose as the sole source of carbon h.) Growth of strains whose parent strain is JWCB005 grown in medium containing glucose as the sole source of carbon i.) Growth of strains whose parent strain is JWCB018 grown in medium containing glucose as the sole source of carbon j.) Growth of strains whose parent strain is JWCB005 grown in medium containing 20 g/L ethanol k.) Growth of strains whose parent strain is JWCB018 grown in medium containing 20 g/L ethanol l.) Growth of strains whose parent strain is JWCB005 grown in medium containing 50 mg/L methyl viologen m.) Growth of strains whose parent strain is JWCB018 grown in medium containing 50 mg/L methyl viologen n.) Growth of strains whose parent strain is JWCB005 grown in medium containing sodium chloride added to a total starting medium osmoalrity of 200 mOsm/L o.) Growth of strains whose parent strain is JWCB018 grown in medium containing sodium chloride added to a total starting medium osmoalrity of 200 mOsm/L

# Supplementary material for: Gene targets for engineering osmotolerance in Caldicellulosiruptor bescii
**Source:** Biotechnol Biofuels. 2020 Mar 13;13:50. doi: 10.1186/s13068-020-01690-3
**Supplement:** Supplementary file 2 — Additional file 2: Figure S2. PCR of the genomic region spanning B5X54_RS07485–B5X54_RS07500 failed to yield a PCR product when using genomic DNA from strain ORCB002 and primers designed based on the JWCB005 genome, while yielding a product of expected size when using genomic DNA from strain JWCB018 (a derivative of strain JWCB005) as template for PCR. Expected size for PCR product based on JWCB005 genome is 4841 bp. Lane 1 is PCR reaction using ORCB002 genomic DNA as template. Lane 2 is PCR reaction using JWCB018 genomic DNA as template. M1 is O’gene 10 kb ladder (ThermoFisher Scientific catalog # SM1163). M2 is Lambda DNA/HindIII Marker (ThermoFisher Scientific catalog # SM0102).

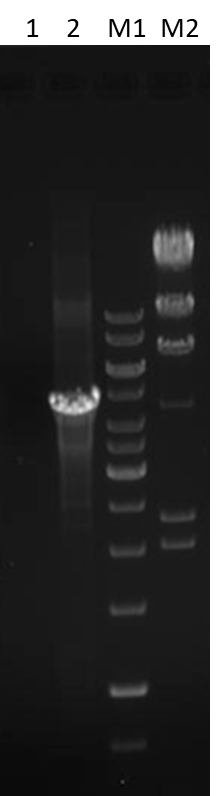

Figure S2. PCR of the genomic region spanning B5X54_RS07485 - B5X54_RS07500 failed to yield a PCR product when using genomic DNA from strain ORCB002 and primers designed based on the JWCB005 genome, while yielding a product of expected size when using genomic DNA from strain JWCB018 (a derivative of strain JWCB005) as template for PCR. Expected size for PCR product based on JWCB005 genome is 4841 bp. Lane 1 is PCR reaction using ORCB002 genomic DNA as template. Lane 2 is PCR reaction using JWCB018 genomic DNA as template. M1 is O’gene 10 kb ladder (ThermoFisher Scientific catalog # SM1163). M2 is Lambda DNA/HindIII Marker (ThermoFisher Scientific catalog # SM0102).

# Supplementary material for: Gene targets for engineering osmotolerance in Caldicellulosiruptor bescii
**Source:** Biotechnol Biofuels. 2020 Mar 13;13:50. doi: 10.1186/s13068-020-01690-3
**Supplement:** Supplementary file 4 — Additional file 4: Figure S3. Growth profiles and OD680 of cultures grown alongside those cultures sampled for RNAseq differential expression analysis of strains ORCB001, ORCB002, and JWCB005 (genetic parent strain to both single-gene deletion strains). OD680 values are those of individual culture replicates which were sacrificially sampled and preserved for RNAseq analysis. Growth assays were done in 50 mL culture volumes in 135 mL serum bottles containing a headspace of 100% N2.

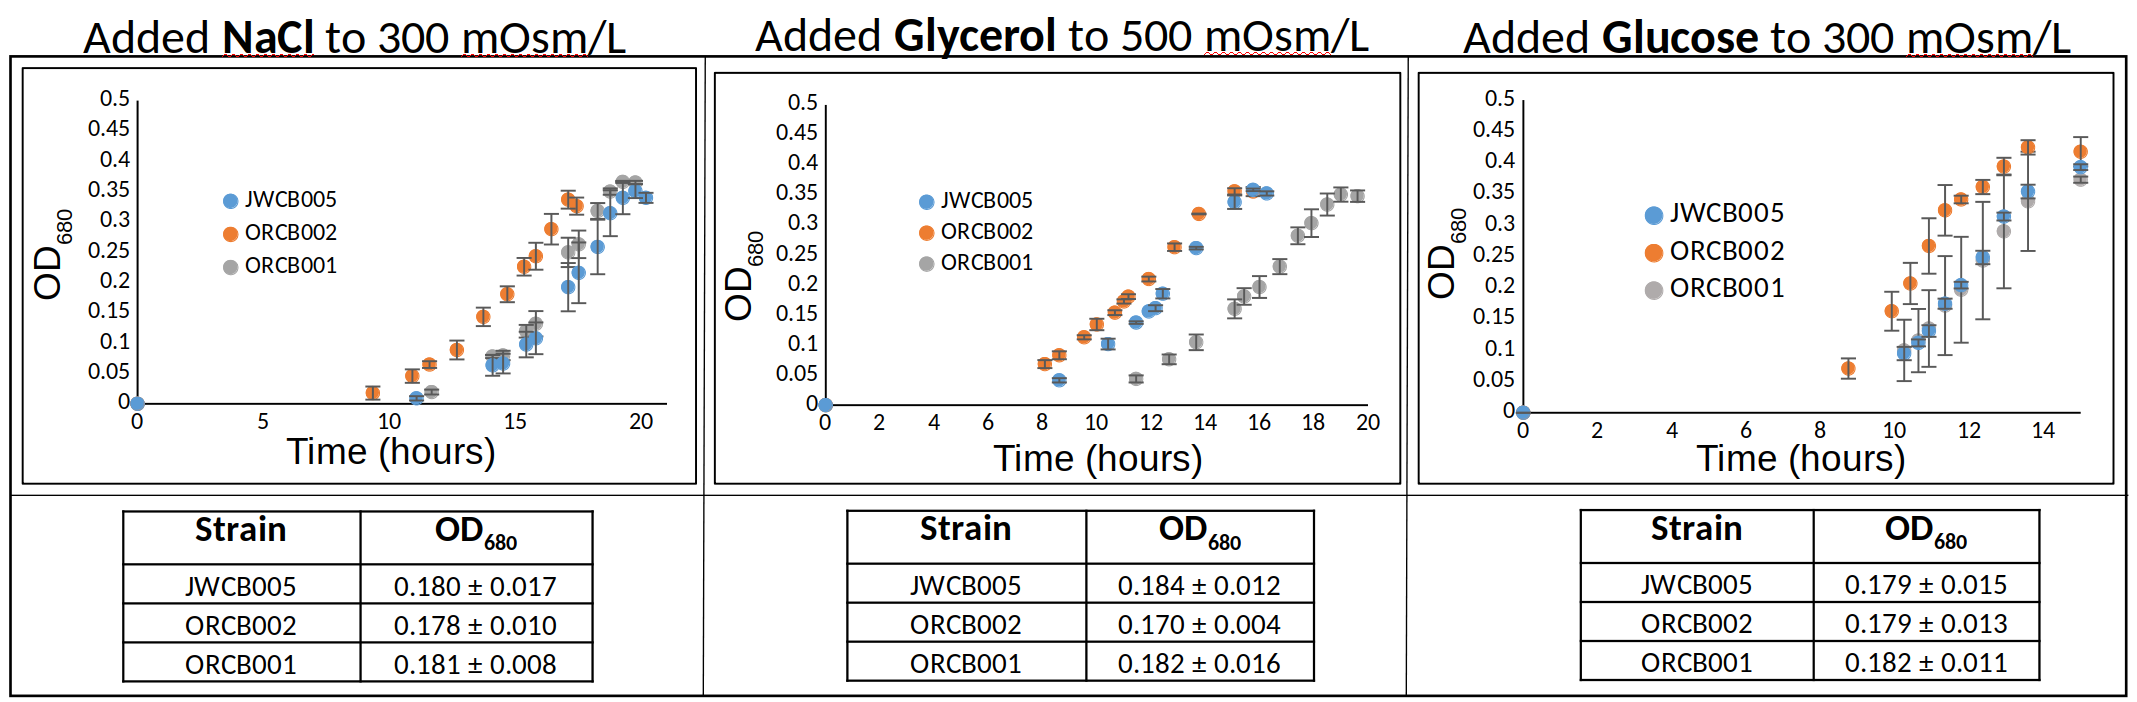

Figure S3. Growth profiles and OD_680_ of cultures grown alongside those cultures sampled for RNAseq differential expression analysis of strains ORCB001, ORCB002, and JWCB005 (genetic parent strain to both single-gene deletion strains). OD_680_ values are those of individual culture replicates which were sacrificially sampled and preserved for RNAseq analysis. Growth assays were done in 50 mL culture volumes in 135 mL serum bottles containing a headspace of 100% N_2_.

# Supplementary material for: Gene targets for engineering osmotolerance in Caldicellulosiruptor bescii
**Source:** Biotechnol Biofuels. 2020 Mar 13;13:50. doi: 10.1186/s13068-020-01690-3
**Supplement:** Supplementary file 5 — Additional file 5: Table S1. Primers used in this study.

Table S1. Primers used in this study

# Supplementary material for: Gene targets for engineering osmotolerance in Caldicellulosiruptor bescii
**Source:** Biotechnol Biofuels. 2020 Mar 13;13:50. doi: 10.1186/s13068-020-01690-3
**Supplement:** Supplementary file 6 — Additional file 6: Table S3. Plasmids used in this study.

Table S3. Plasmids used in this study

| Plasmid | Purpose |
| --- | --- |
| pB5X54_RS06355_del | Non-replicating vector used to delete the B5X54_RS06355 gene |
| pB5X54_RS05670_del | Non-replicating vector used to delete the B5X54_RS05670 gene |
| pB5X54_RS02215_del | Non-replicating vector used to delete the B5X54_RS02215 gene |
| pB5X54_RS11065_del | Non-replicating vector used to delete the B5X54_RS11065 gene |
| pB5X54_RS12050_del | Non-replicating vector used to delete the B5X54_RS12050 gene |
| pB5X54_RS07610_del | Non-replicating vector used to delete the B5X54_RS07610 gene |
| pB5X54_RS04585_del | Non-replicating vector used to delete the B5X54_RS04585 gene |
| pB5X54_RS08965_del | Non-replicating vector used to delete the B5X54_RS08965 gene |
| pB5X54_RS01260_del | Non-replicating vector used to delete the B5X54_RS01260 gene |
| pJGW07::Kan | Autonomously replicating empty vector |
| pJGW07::B5X54_RS01260::Kan | Autonomously replicating vector expressing the B5X54_RS01260 gene |
| pJGW07::B5X54_RS06355::Kan | Autonomously replicating vector expressing the B5X54_RS06355 gene |

How the deposited data were processed for this re-analysis (not part of the article)

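RNA from 27 cultures of C. bescii was sequenced: the genetic parent JWCB005, ORCB001 (fapR deleted) and ORCB002 (fruR/cra deleted), each in medium with added glycerol (to 500 mOsm/L), glucose (to 300 mOsm/L) or NaCl (to 300 mOsm/L), with 3 libraries per group. The authors trimmed the reads with Trimmomatic 0.33, looked at their quality with FastQC 0.11.5, aligned them to the JWCB005 genome with Bowtie2 2.2.9 and counted them per gene with HTSeq 0.6.1p1. The signal in the deposited table of 2859 genes was made by the authors by dividing the counts of each library by its DESeq2 size factor, with no pooling of replicates. The version of DESeq2 is not stated. The authors also deposited, for each strain and medium, a comparison with JWCB005: log2 fold changes, their standard errors, the Wald statistic (a score), the p-value and the adjusted p-value, all made by the authors with DESeq2, beside the mean signal over all 27 libraries.

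The deposited values are normalized counts, not whole counts, so the comparisons were made with the test set for such values. Dividing each library by its smallest value above 0 gave back whole reads (100% of values within 0.01 reads, largest distance 1.75e-09), and these were used for depth, for counting intervals and for tools that need counts. The recovered reads on genes ran from 2584320 to 10619751 per library (median 8928536). Of the 2859 genes, 37 were at 0 in every library. The 2726 genes with a mean above 10 over all libraries were tested and 133 were left out. Log2(normalized count + 1) was fitted with limma 3.58.1 in R 4.3.3 (group means of the 9 groups, 18 residual degrees of freedom, empirical Bayes with trend and robust settings), and genes were called at a Benjamini-Hochberg adjusted p under 0.05. A further count used the thresholds of the paper (log2 fold change above 1 or below -1, mean above 50, each strain above 5). Contrasts were each strain against JWCB005 in each medium and averaged over the 3 media, and JWCB005 in glycerol or NaCl against glucose. Differences of effects, where an effect is a strain against JWCB005, were also tested. For ORCB002 the effect in glucose was set against the mean of its effects in glycerol and NaCl. For ORCB001 the effect in glycerol was set against the mean of its effects in glucose and NaCl. Adjusted p values come from limma unless DESeq2 1.42.0 or edgeR 4.0.16 is named. Single values of 3 against 3 libraries were compared with exact permutation tests, which cannot give a two-sided p below 0.1.

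Gene sets were tested with camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation: the fatty acid operon (8 genes), the malonyl-CoA operon (4 genes) and the fru operon (6 genes), all chosen by the study on these libraries. Sets by product name (ribosomal proteins, chaperones, sporulation, transport and others) had been planned but need an annotation, which the deposited tables do not hold. Genes are named in the text by a rule: every gene that the paper names for RNA sequencing or resequencing (values in the paper's tables had been seen); for each comparison with JWCB005 in a medium and between media in JWCB005 the 5 largest and 5 smallest log2 fold changes among called genes with a mean above 50 and no overlap between groups; for each set that passed camera the 3 called members with the smallest adjusted p; and for each difference of effects between media the 5 genes with the smallest adjusted p. Locus tags that the files do not pair with a name are given as counts, apart from B5X54_RS06335 and B5X54_RS06875, which rose, and B5X54_RS01125 and B5X54_RS02740, which fell. 

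A fold change against a group with no read is a lower bound at a floor of 3 counts over the group of 3 libraries. With 1 read or more, and up to 60 in the group, the ratio of reads summed over the 3 libraries, each sum divided by the summed size factors, is given with an exact Poisson 95% interval of the lower group, the parent taken as fixed. The tests, thresholds, gene sets, naming rule and most alternatives were fixed before the data were examined. Those alternatives were no filter, pseudocounts of 0.5 and 5, TMM-rescaled values, a block for the replicate number, only the compared libraries in the fit (limma or DESeq2), DESeq2 on all 27 libraries, edgeR with RLE factors, and leaving out each library in turn. Alternatives chosen after seeing the data were edgeR with TMM, DESeq2 with a normal prior on the fold changes, a mean above 100, leaving out the 3 libraries with the highest values at weakly expressed genes, and leaving out the first and second ORCB001 glycerol libraries. For named genes, the comparisons of ORCB002 with ORCB001 averaged over the media and of glycerol or NaCl with glucose within each deletion strain were also added after seeing the data. The tests were tried on 27 simulated libraries with every group at the JWCB005 glucose means. In the ORCB002 glucose group, 100 genes were changed at each fold. Over 2742 genes in the fit of all libraries, limma called 76% of genes changed 2-fold and 95% of genes changed 4-fold, with 13 false calls of 184. These data hold no differences between media and none of the differences between libraries described here, so the rates may not hold for the real data. A simulation of unchanged strains, planned for the genes lower in both, decides nothing, because its libraries were centred on the JWCB005 means, and no statement rests on it. Proteomics, growth data and resequencing reads were not analysed here.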

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

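The tests on fapR in the ORCB001 glycerol libraries, on a common scale factor, on RNA of another strain, on JWCB005 libraries divided between the comparisons and on the difference between ORCB002 and ORCB001 at the shared lower genes were chosen only after the result was seen.

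In ORCB001 in glycerol, fruR/cra (B5X54_RS01260) and the fru operon were far higher in 2 of its 3 libraries. B5X54_RS01260 had 3179 and 2697 normalized counts in the first and second library and 95.2 in the other. RNA of JWCB005 or ORCB002 cultures in the 2 libraries is excluded, since fapR reached at most 0.211% of its JWCB005 level in glucose there. RNA of ORCB001 glucose cultures is excluded too: a mixture would have raised other glucose-induced genes alike, but over 32 such genes the median mixing fraction was at most -0.00269, against 0.926 and 0.871 at the cra and fru genes. No biological explanation was tested, since the labels give no condition that parts these 2 libraries from the other.

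In JWCB005 glucose 3, ORCB001 NaCl 3 and ORCB002 NaCl 1, weakly expressed genes were higher than in the other 2 libraries of each group (medians of 42.7, 48.5 and 33.6 against 13.6, 13.7 and 15.4 over 136 genes). A common scale factor is excluded, since the median log2 difference of abundant genes was at most -0.0729 in these libraries, and RNA of another strain is excluded for the 2 deletion-strain libraries, where the genes missing from the strain had a median of at most 1.02. Genomic DNA stays open: the gain at genes with a mean from 30 to 100 was 1.70, 1.77 and 1.82 times that at genes with a mean from 10 to 30, past the bound of 1.5 that was set, before these values were computed, as speaking against DNA. The verdict was changed to open only after the values were seen: the bound was wrong, because the values are per gene, longer genes take more DNA reads and no gene lengths were used here, and the gain ratio is far below the ratio of expression levels (3.23 to 3.38). No biological explanation was tested.

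B5X54_RS00980, B5X54_RS05305 and B5X54_RS05310 were lower in both deletion strains. Chance values of the shared JWCB005 libraries are excluded for these 3 genes: with no JWCB005 library in both comparisons, at least 3 genes were lower in both in each of 6 divisions, these 3 among them, where independent lists share at most 0.203. The 0.203 treats each gene as separate, though B5X54_RS05305 and B5X54_RS05310 are neighbors. A loss of the same reads in both strains is excluded as the only cause for B5X54_RS05305 and B5X54_RS05310, whose log2 difference between ORCB002 and ORCB001 was -1.92 or further from 0. A shared loss beside another difference between the strains would also give such values, so it stays open. Against it, the paper's resequencing of ORCB002 lists no change at B5X54_RS05305 or B5X54_RS05310 (those reads were not analysed here). For B5X54_RS00980, where the log2 difference between ORCB002 and ORCB001 was 0.12, a shared loss cannot be told apart from a change of expression. A loss of reads common to both strains would also give equal values, although the paper's resequencing of ORCB002 lists no change at this gene (those reads were not analysed here). The deletions themselves, which both strains carry at different genes, stay untested as a biological explanation.

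At 466 genes the change in ORCB002 against JWCB005 in glucose differed from the mean of its changes in glycerol and NaCl, by a test of the difference itself. ORCB002 carries other mutations beside the cra deletion, so these differences are those of the strain. The highest of 99 other regroupings called 380, so 1 of 100, the real one, was as large. Only the 12 that left the strains whole in glucose, kept or exchanged, carry the strain difference there, the 380 among them. The 87 that divided the strains there called 0. The comparable regroupings are thus too few for a share under 0.05, and chance is not excluded. These 466 became 302 without the third JWCB005 glucose library. By the test of the difference itself, the fru operon genes differed between media by -4.71 (B5X54_RS01265), -5.16 (B5X54_RS01270), -5.11 (B5X54_RS01275), -4.49 (B5X54_RS01280), -4.84 (B5X54_RS01285) and -2.18 (B5X54_RS01290) on the log2 scale. The change in ORCB001 against JWCB005 in glycerol differed from its changes in the other media at 29 genes, 16 without the third JWCB005 glycerol library. Chance is not excluded: 6 of 100 regroupings, the real one included, called as many, the highest 261. The structure behind these counts is that of the strains: the other 5 all left the strains whole in glycerol, kept or exchanged, and of 88 that divided them there the highest called 6.

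Signals in comparisons and genes that the paper does not report were the following. In JWCB005, 1410 genes differed between glycerol and glucose and 868 between NaCl and glucose. Averaged over the media, the log2 fold changes in ORCB002 were -1.71 for B5X54_RS01120, -1.36 for B5X54_RS01125 and 0.36 for B5X54_RS08370, and those in ORCB001 were 1.29 for B5X54_RS06335 and 1.19 for B5X54_RS06875. The calls of B5X54_RS08370 were lost without the third JWCB005 glycerol library (adjusted p = 0.0634), the third JWCB005 glucose library (adjusted p = 0.0555), the second JWCB005 NaCl library (adjusted p = 0.0510), the first ORCB002 glucose library (adjusted p = 0.0598) or the third ORCB002 NaCl library (adjusted p = 0.0608; range over the alternatives 8.81e-05 to 0.0634).

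Regroupings of the libraries were also run for the other counts. Averaged over the media, the highest other count was 16 against the 193 genes of ORCB001 and 44 against the 67 of ORCB002. In each, 1 of 100, the real one, was as large. The strains thus differ at more genes than regrouped libraries do, but this does not show which called genes differ. The 67 include genes missing from ORCB002, so part of that count was fixed beforehand. For the 8 genes lower in both the highest other was 1, with 1 of 100 as large. That regrouping breaks up the strain differences behind both lists. It therefore cannot show whether lists of their length share 8 genes by chance. In a single medium, 3 against 3 libraries make 10 splits, too few for a share under 0.05, and 1 of 10, the real split, was as large each time. The real counts and the highest others were 106 and 5 (ORCB001 glycerol), 73 and 3 (ORCB001 glucose), 22 and 8 (ORCB001 NaCl), 45 and 3 (ORCB002 glycerol), 519 and 0 (ORCB002 glucose), 48 and 0 (ORCB002 NaCl), 1410 and 0 (JWCB005 glycerol against glucose) and 868 and 0 (JWCB005 NaCl against glucose). Leaving out 1 library moved some of these counts by over 1.5 times. In ORCB001 they were, in glycerol, 55 without the first JWCB005 glycerol library, 58 without the third JWCB005 glycerol library, 168 without the first ORCB001 glycerol library and 58 without the second ORCB001 glycerol library. In glucose they were 42 without the second JWCB005 glucose library, 41 without the third JWCB005 glucose library, 35 without the first ORCB001 glucose library and 48 without the third ORCB001 glucose library. Averaged they were 111 without the first JWCB005 glycerol library, 100 without the third JWCB005 glucose library, 117 without the first JWCB005 NaCl library, 86 without the second JWCB005 NaCl library, 296 without the first ORCB001 glycerol library and 96 without the second ORCB001 NaCl library. In ORCB002 they were, in glycerol, 94 without the third ORCB002 glycerol library, and in glucose 270 without the third JWCB005 glucose library, 307 without the first ORCB002 glucose library, 313 without the second ORCB002 glucose library and 310 without the third ORCB002 glucose library. The genes lower in both were 5 without the first JWCB005 glycerol library, 5 without the third JWCB005 glycerol library, 4 without the first JWCB005 NaCl library and 5 without the second JWCB005 NaCl library.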

How the results depend on the processing

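edgeR with TMM, DESeq2 with moderated fold changes, the mean above 100 and the settings that leave out more than 1 library were chosen only after the results were seen. Of 183 named gene results, 158 were called, and all but 12 of these kept their direction and their call under every alternative tried. The 12 lost the call in some setting, 3 of them also turning direction, and of 25 uncalled results 13 were called in some setting. The 3 were fru genes of ORCB001 in glycerol. Without the first and second ORCB001 glycerol libraries their log2 fold changes were -0.24 (B5X54_RS01265), -0.0588 (B5X54_RS01275) and -0.49 (B5X54_RS01285), since the high values stood in those libraries alone. At the thresholds of the paper the counts were, by construction, lower: 51 (ORCB001 glycerol), 33 (ORCB001 glucose), 19 (ORCB002 glycerol), 191 (ORCB002 glucose), 18 (ORCB002 NaCl), 23 and 21 (ORCB001 and ORCB002 averaged), 238 and 14 (differences of effects in ORCB002 and ORCB001), 577 and 264 (JWCB005 glycerol and NaCl against glucose) and 3 lower in both. With limma on the compared libraries alone, which leaves fewer libraries for the spread, ORCB001 had 20 in glycerol, 20 in glucose and 14 for the difference of effects. DESeq2 on all 27 libraries gave 187 (ORCB001 glycerol), 159 (ORCB001 glucose), 293 (ORCB001 averaged), 53 (difference of effects in ORCB001) and 15 lower in both, and with moderated fold changes 186, 159, 300, 53 and 14. DESeq2 on the compared libraries alone gave 42 (ORCB001 NaCl), 120 (ORCB002 NaCl), 136 (ORCB002 averaged), 725 and 48 (differences of effects in ORCB002 and ORCB001) and 15 lower in both. Without the first and second ORCB001 glycerol libraries, ORCB001 had 182 in glycerol and 306 averaged, but this leaves 1 ORCB001 glycerol library, with the spread taken from other groups, so these counts decide nothing. Without the 3 libraries with the highest values at low genes, the counts were 45 (ORCB001 glucose), 302 (ORCB002 glucose) and 124 (ORCB001 averaged). For the tools, the cause was not tested.

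Leaving out 1 library at a time gave 55 to 168 genes in ORCB001 glycerol, 35 to 81 in glucose, 18 to 27 in NaCl and 86 to 296 averaged. In ORCB002 it gave 39 to 94 in glycerol, 270 to 589 in glucose, 36 to 42 in NaCl and 60 to 75 averaged. The differences of effects ran from 302 to 552 (ORCB002) and from 16 to 37 (ORCB001), the JWCB005 media from 1256 to 1322 (glycerol) and from 593 to 891 (NaCl), and the genes lower in both from 4 to 11. Leaving out 1 library moved some of these counts by over 1.5 times. In ORCB001 they were, in glycerol, 55 without the first JWCB005 glycerol library, 58 without the third JWCB005 glycerol library, 168 without the first ORCB001 glycerol library and 58 without the second ORCB001 glycerol library. In glucose they were 42 without the second JWCB005 glucose library, 41 without the third JWCB005 glucose library, 35 without the first ORCB001 glucose library and 48 without the third ORCB001 glucose library. Averaged they were 111 without the first JWCB005 glycerol library, 100 without the third JWCB005 glucose library, 117 without the first JWCB005 NaCl library, 86 without the second JWCB005 NaCl library, 296 without the first ORCB001 glycerol library and 96 without the second ORCB001 NaCl library. In ORCB002 they were, in glycerol, 94 without the third ORCB002 glycerol library, and in glucose 270 without the third JWCB005 glucose library, 307 without the first ORCB002 glucose library, 313 without the second ORCB002 glucose library and 310 without the third ORCB002 glucose library. The genes lower in both were 5 without the first JWCB005 glycerol library, 5 without the third JWCB005 glycerol library, 4 without the first JWCB005 NaCl library and 5 without the second JWCB005 NaCl library. The differences of effects were 302 without the third JWCB005 glucose library (ORCB002) and 16 without the third JWCB005 glycerol library (ORCB001). After TMM rescaling, 33.6% of the genes called in ORCB002 in glucose were higher (45.9% as deposited), and 73.1% for the difference of effects in ORCB001 (58.6% as deposited). With an estimated correlation the sets lost their calls for JWCB005 glycerol against glucose (adjusted p = 0.0991 for each of the 3 sets), JWCB005 NaCl against glucose (fru operon, adjusted p = 0.228), ORCB001 averaged (fru operon, adjusted p = 0.206) and the difference of effects in ORCB002 (fru operon, adjusted p = 0.0742). Replicate numbers do not pair the libraries: 6 of 27 same-numbered pairs correlated above 0.1, with a median r of -0.000461 against 0.0222 in other pairs. A block for them gave 140, 75, 21 and 226 genes in ORCB001 (glycerol, glucose, NaCl, averaged), 42, 462, 45 and 68 in ORCB002, 451 and 20 for the differences of effects, 1371 and 817 for the JWCB005 media and 7 lower in both. The sets by product name were not run, because the deposited tables hold no annotation. Depth limits the near-zero genes, where only bounds or wide intervals of the fold are given.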

Differences from the paper's values

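DESeq2 with moderated fold changes was chosen only after the values were seen. All values below are log2 fold changes, and none of them has the opposite sign in the paper. For B5X54_RS07185 in ORCB001 in glycerol the paper gives 3.6 and the value here is 3.75. Of the alternatives set before the data were examined, leaving out the first JWCB005 glycerol library brings it within the replicate spread of the paper's value, and the other 14 do not. For 5 genes of the fru operon in ORCB002, Table 4 of the paper gives smaller log2 fold changes. For B5X54_RS01265 the paper gives 4.2 against 5.75 here in glycerol and 4.5 against 5.66 here in NaCl. For B5X54_RS01270 the paper gives 4.5 against 6.43 here in glycerol and 4.5 against 5.69 here in NaCl. For B5X54_RS01275 the paper gives 4.8 against 6.27 here in glycerol and 4.3 against 5.40 here in NaCl. For B5X54_RS01280 the paper gives 4.1 against 6.24 here in glycerol and 3.7 against 4.85 here in NaCl. For B5X54_RS01285 the paper gives 4.5 against 6.07 here in glycerol and 4.0 against 5.03 here in NaCl. None of the 15 alternatives set before the data were examined closes these gaps.

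For the genes near zero in ORCB002, the fitted log2 fold change depends on the count added before taking logs and is no bound. With no read in ORCB002 (B5X54_RS04240 in NaCl, B5X54_RS04290 in glycerol and NaCl) there is no fitted value, and the lower bound at a floor of 3 counts is given. The values are given as log2 falls, the paper's with the sign turned. Table 7 of the paper lists B5X54_RS04240 at log2 falls of 6.6 against 7.74 here in glycerol, 6.4 against 7.75 here in glucose and 6.8 against at least 8.69 here in NaCl. For B5X54_RS04275 the paper's falls are 6.5 against 8.10 here in glycerol, 7.5 against 8.86 here in glucose and 7.8 against 9.17 here in NaCl. The paper prints, for B5X54_RS04280, 6.9 against 8.46 here in glycerol, 7.5 against 8.90 here in glucose and 8.3 against 9.87 here in NaCl. Table 7 of the paper lists B5X54_RS04285 at log2 falls of 7.1 against 8.19 here in glycerol, 7.5 against 8.95 here in glucose and 7.7 against 8.74 here in NaCl. For B5X54_RS04290 the paper's falls are 6.6 against at least 8.34 here in glycerol, 5.6 against 7.26 here in glucose and 6.2 against at least 8.40 here in NaCl. The paper prints, for B5X54_RS04295, 5.6 against 6.72 here in glycerol and 5.2 against 6.32 here in glucose. Table 7 of the paper lists B5X54_RS07485 at log2 falls of 6.6 against 7.68 here in glycerol, 6.9 against 8.17 here in glucose and 6.8 against 7.88 here in NaCl. For B5X54_RS07490 the paper's falls are 6.5 against 7.83 here in glycerol, 6.6 against 7.45 here in glucose and 7.0 against 8.25 here in NaCl. The paper prints, for B5X54_RS07495, 6.8 against 8.06 here in glycerol, 6.9 against 7.78 here in glucose and 6.9 against 7.93 here in NaCl. Table 7 of the paper lists B5X54_RS07500 at log2 falls of 6.6 against 7.94 here in glycerol, 6.4 against 7.66 here in glucose and 6.6 against 7.83 here in NaCl.

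With a pseudocount of 5, set before the data were examined, 8 of the 26 fitted values come within the replicate spread of the paper's: B5X54_RS04240 in glycerol, B5X54_RS04275 in glycerol, B5X54_RS04280 in glycerol and glucose, B5X54_RS04285 in glycerol and glucose, B5X54_RS04290 in glucose and B5X54_RS04295 in glycerol. The other alternatives set before the data were examined close none of the 26, and none closes the other 18. The 3 bounds, which do not depend on a pseudocount, stay over 1.5 times the paper's fold after TMM rescaling and without each library in turn. DESeq2 with a normal prior on the fold changes over all 27 libraries, chosen after seeing the values, closes all 40 gaps above, with values under the 3 bounds, and gives all 105 log2 values of Tables 3, 4, 5 and 7 within 0.05 (largest difference 0.0495). It drops 0 of the 99 of these values that are called in the authors' deposited table. In every comparison of a strain with JWCB005 it also gives the authors' deposited log2 fold changes at the matched genes, with a largest difference of 2.72e-07. DESeq2 on all 27 libraries without the prior closes none of the gaps with a fitted value, so these gaps go with the prior.

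The paper states that the sigma factor E gene was not differentially expressed in NaCl. Here B5X54_RS04525 rose in ORCB002 in NaCl by a log2 fold change below 1, the paper's own threshold, at 0.90 with an adjusted p = 0.000120, and the authors' deposited table gives 0.89 with an adjusted p = 4.85e-08. For the fru operon of ORCB002 in glucose, the paper states no differential expression. None of the 6 genes was called here with all 27 libraries in the fit, but all 6 were called, as higher, on the 6 glucose libraries alone, by limma and by DESeq2, both set before the data were examined, and without the first and second ORCB001 glycerol libraries, a setting chosen after seeing the data. B5X54_RS01290 has a log2 fold change of 0.45 and an adjusted p = 0.0452 in the authors' deposited table, against 0.46 and an adjusted p = 0.0606 here (range over the alternatives 0.00827 to 0.236). B5X54_RS01280 in ORCB001 in glycerol has 2.65 and an adjusted p = 6.44e-05 in the authors' deposited table, against 2.99 and an adjusted p = 0.0617 here (range over the alternatives 6.84e-10 to 0.528, adjusted p = 6.84e-10 without the third ORCB001 glycerol library).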

Other observations

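The comparisons between media within JWCB005 and the choice of genes from the resequencing table were planned, and the comparison of B5X54_RS06335, B5X54_RS06875 and B5X54_RS01125 with the other strain was chosen only after the result was seen. In the parent JWCB005, 734 genes were higher and 676 lower in glycerol than in glucose, and 414 higher and 454 lower in NaCl than in glucose. Glycerol was added to 500 mOsm/L and the others to 300 mOsm/L, so the comparison with glycerol also differs in osmolarity. The xylanase gene B5X54_RS00980 was higher in both, by log2 differences of 2.56 (standard error 0.21, adjusted p = 1.99e-09) in glycerol and 2.37 (standard error 0.21, adjusted p = 3.57e-08) in NaCl. The lipid genes went the other way: 7 of 8 genes of the fatty acid operon (log2 differences from -2.17 to -1.04 for the 7) and 4 of 4 of the malonyl-CoA operon (from -2.18 to -1.78) were lower in glycerol. As sets they passed camera with the preset correlation (adjusted p = 3.55e-05 and adjusted p = 9.76e-05), but each had an adjusted p = 0.0991 with an estimated correlation, and the study chose both lists on these libraries. In NaCl, 2 of 8 and 1 of 4 were lower, and neither set passed camera (adjusted p = 0.0718 for both with the preset correlation). 

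Beside the fatty acid and malonyl-CoA operons, B5X54_RS06335 and B5X54_RS06875 were higher in ORCB001 in all 3 media, with averaged log2 fold changes of 1.29 (standard error 0.10, adjusted p = 1.50e-09) and 1.19 (standard error 0.10, adjusted p = 1.10e-08). In ORCB002 they were 0.20 and 0.13 (adjusted p = 0.453 and adjusted p = 0.719), and the difference between the strains, ORCB002 against ORCB001, was -1.09 (standard error 0.10, adjusted p = 1.61e-08) and -1.06 (standard error 0.10, adjusted p = 4.33e-08). The deposited files do not pair these tags with names.

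Of the genes with small mutations in ORCB002, B5X54_RS01120 (an ABC-2 transporter ATP-binding protein with a frameshift) had an averaged log2 fold change of -1.71 (standard error 0.14, adjusted p = 2.32e-09). In glycerol it was -1.22 (standard error 0.24, adjusted p = 0.00314), a call lost with the 6 glycerol libraries fitted alone (adjusted p = 0.0959, range over the alternatives 4.09e-05 to 0.0959). The next tag, B5X54_RS01125, fell by 1.72 in glycerol, by 1.29 in glucose and by 1.06 in NaCl on the log2 scale. B5X54_RS08370 (the chaperone DnaK, with a substitution) had a log2 fold change of 0.75 (standard error 0.15, adjusted p = 0.00171) in glucose, 0.41 in glycerol and -0.07 in NaCl. In ORCB001 it was 0.53 (standard error 0.15, adjusted p = 0.0699) in glucose, a change that the authors' deposited table calls (0.53, adjusted p = 0.0183), and averaged over the media ORCB002 and ORCB001 differed by 0.11 (standard error 0.09, adjusted p = 0.494), which did not pass the test. B5X54_RS07295, with a silent mutation, had an averaged log2 fold change of 0.17 (standard error 0.05, adjusted p = 0.107), called by DESeq2 on all 27 libraries (adjusted p = 0.0188) and on the compared libraries (adjusted p = 0.00657, range over the alternatives 0.00657 to 0.265).

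The change in ORCB001 against JWCB005 in glycerol was higher than in the other media at 17 genes and lower at 12. The 29 became 16 (11 higher, 5 lower) without the third JWCB005 glycerol library.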
